# Organotypic Brain Slice Culture Microglia Exhibit Molecular Similarity to Acutely-Isolated Adult Microglia and Provide a Platform to Study Neuroinflammation

**DOI:** 10.3389/fncel.2020.592005

**Published:** 2020-12-21

**Authors:** Alex R. D. Delbridge, Dann Huh, Margot Brickelmaier, Jeremy C. Burns, Chris Roberts, Ravi Challa, Naideline Raymond, Patrick Cullen, Thomas M. Carlile, Katelin A. Ennis, Mei Liu, Chao Sun, Normand E. Allaire, Marianna Foos, Hui-Hsin Tsai, Nathalie Franchimont, Richard M. Ransohoff, Cherie Butts, Michael Mingueneau

**Keywords:** microglia, neuroinflammation, brain slice culture, LPS, TNF, GM-CSF, cytokine, chemokine

## Abstract

Microglia are central nervous system (CNS) resident immune cells that have been implicated in neuroinflammatory pathogenesis of a variety of neurological conditions. Their manifold context-dependent contributions to neuroinflammation are only beginning to be elucidated, which can be attributed in part to the challenges of studying microglia *in vivo* and the lack of tractable *in vitro* systems to study microglia function. Organotypic brain slice cultures offer a tissue-relevant context that enables the study of CNS resident cells and the analysis of brain slice microglial phenotypes has provided important insights, in particular into neuroprotective functions. Here we use RNA sequencing, direct digital quantification of gene expression with nCounter® technology and targeted analysis of individual microglial signature genes, to characterize brain slice microglia relative to acutely-isolated counterparts and 2-dimensional (2D) primary microglia cultures, a widely used *in vitro* surrogate. Analysis using single cell and population-based methods found brain slice microglia exhibited better preservation of canonical microglia markers and overall gene expression with stronger fidelity to acutely-isolated adult microglia, relative to *in vitro* cells. We characterized the dynamic phenotypic changes of brain slice microglia over time, after plating in culture. Mechanical damage associated with slice preparation prompted an initial period of inflammation, which resolved over time. Based on flow cytometry and gene expression profiling we identified the 2-week timepoint as optimal for investigation of microglia responses to exogenously-applied stimuli as exemplified by treatment-induced neuroinflammatory changes observed in microglia following LPS, TNF and GM-CSF addition to the culture medium. Altogether these findings indicate that brain slice cultures provide an experimental system superior to *in vitro* culture of microglia as a surrogate to investigate microglia functions, and the impact of soluble factors and cellular context on their physiology.

## Introduction

As the CNS-resident immune cell in the parenchyma, microglia have emerged as a promising cellular target in the context of many diseases including Alzheimer's disease (AD) and other neuroinflammatory/neurodegenerative conditions such as multiple sclerosis (MS) (Hemmer et al., 2015; Jansen et al., 2019; Liu et al., 2019; Rostalski et al., 2019; Bellenguez et al., 2020). In contrast to other cell types, such as neurons or peripheral immune cells, well-validated *in vitro* culture methods that would enable insights into microglia function are lacking. This represents a significant barrier to development of meaningful therapeutics that modify microglia function in a disease setting.

Microglia are yolk sac-derived myeloid cells that colonize the nascent CNS prior to the onset of neurogenesis (Ginhoux et al., 2010). In the adult, microglia are critical for maintenance of CNS homeostasis and neuronal health, with the importance of these functions exemplified by the neurodegenerative phenotype that derives from impaired microglia function (Paloneva et al., 2000, 2002). Several gene expression signatures associated with microglia identity, inflammation, proliferation and specific disease models have been determined through meta-analysis of gene expression profiling data (Friedman et al., 2018). Their relevance to human disease remains uncertain (Mathys et al., 2019).

Neuroinflammation frequently involves complex interactions between CNS-resident and peripheral immune cells, including the release of cytokines, chemokines and other soluble factors facilitating cell-cell communication. The complexity of these systems is exemplified by attempts to define the role of TNF in the CNS. In MS patients, TNF levels in the cerebrospinal fluid (CSF) are associated with disease activity in patients (Sharief and Hentges, 1991; Carrieri et al., 1998), and in the mouse model of MS (experimental autoimmune encephalitis, EAE) TNF promotes disease (Ruddle et al., 1990; Baker et al., 1994; Eugster et al., 1998; Gao et al., 2017). However therapeutic attempts to improve MS outcomes through inhibition of TNF signaling proved to instead worsen disease (The Lenercept Multiple Sclerosis Study Group and The University of British Columbia MS/MRI Analysis Group, 1999). So while the role of TNF is well defined in the context of peripheral myeloid cells, its contribution to regulating microglia physiology remains poorly understood. Recent evidence suggests the functions of TNF-induced microglia might not be conserved and, in some instances, contrary to the function attributed to their peripheral counterparts (Gao et al., 2017). One of the reasons underlying this lack of clarity surrounding the role of TNF in the CNS is the lack of tractable models to study the role of TNF *in vitro*.

To overcome the difficulty of manipulating microglia *in vivo* and avoid the confounding contribution of infiltrating peripheral immune cells evident in many *in vivo* neuroinflammatory models we sought to define a reductionist *in vitro* approach to study the effects of disease-relevant soluble mediators on microglia function. Primary microglia cultured on conventional tissue culture plates represent a simple alternative to study response to disease-relevant stimuli, however gene expression profiling identified an epigenetically-driven loss of microglia identity gene expression within hours of transfer to culture plates (Gosselin et al., 2017). In contrast organotypic brain slice cultures derived from primary mouse tissue preserve tissue architecture important for microglia physiological phenotypes and offer the advantage of a tissue-relevant context that have yielded important insights into neuroinflammatory processes (Czapiga and Colton, 1999; Bernardino, 2005; Lossi et al., 2009; Vinet et al., 2012; Hellwig et al., 2015; Masuch et al., 2016a; Saliba et al., 2017; Yousif et al., 2018; Araki et al., 2019; Croft et al., 2019a; Richter et al., 2019; Sheppard et al., 2019). Analogous studies with rat organotypic brain slice cultures have also provided valuable insights regarding the role of microglia during inflammation (Mitrasinovic et al., 2001; Schermer and Humpel, 2002; Ding and Li, 2008; Hall et al., 2009; Benakis et al., 2010; Jung et al., 2013; Nam et al., 2013; Lutz et al., 2015; Ramírez-Sánchez et al., 2015; Papageorgiou et al., 2016; Chong et al., 2018; Magalhães et al., 2018). Mouse brain slice cultures are typically prepared from early post-natal (2–4 days) brain tissue since neural dendritic networks are yet to fully develop at this timepoint, and tissue is therefore more resilient to damage caused by slice preparation. Importantly cultured brain slice microglia exhibit the characteristic ramified resting state morphology observed *in vivo* (Czapiga and Colton, 1999; Davalos et al., 2005; Nimmerjahn et al., 2005; Haynes et al., 2006; Vinet et al., 2012), perhaps supported by contact dependent signaling from surrounding cells, suggesting that this setting may represent a system closer to the *in vivo* state than monocultured primary microglia and cell lines. Despite the evident utility of the model, no cellular or molecular characterization of brain slice microglia has been reported to-date.

In this study, we characterized the changes in microglia phenotype that occur over time in cultured brain slices relative to *in vivo* microglia and leveraged this experimental platform to determine how microglia respond to soluble factors known to be present in the CNS during neuroinflammation.

## Materials and Methods

### Experimental Mice Treatment and Brain Slice Preparation

Studies involving mice were conducted in accordance with the guidelines of the Biogen Institutional Animal Care and Use Committee (IACUC) under protocol #756.

Singly housed timed pregnant female C57BL/6 mice were procured at E15 from Charles River Laboratories (Wilmington, MA). Single housed time pregnant CX3CR1-GFP [B6.129P2(Cg)-*Cx3cr1*^*tm*1*Litt*^/J, cat #005582] mice from Jackson Laboratories were procured at E15 for experiments involving NeuN analysis. Day of birth was noted and brain slices were prepared from P1-4 pups using a Leica VT1200S Vibratome (Leica Biosystems, Wetzlar, Germany) with chilled 4°C solution bath Thermo Accel 500 LT (Cat# 13-875-182; Thermo Fisher Scientific, Waltham, MA). The age range of the neonates used for slice preparation is within the typical age window for the field (Croft et al., 2019b). Moreover, initial experiments compared the microglia immunophenotype by flow cytometry of P1 and P2 slices and no differences were observed. Briefly, pups were decapitated and the brain was harvested and, following removal of the cerebellum, mounted on the cutting disk with a thin layer of Krazy Glue (Cat# KG925; Elmer's Products, Westerville, OH). The cutting disk with mounted brain tissue were secured to the Vibratome platform submerged in chilled cutting solution containing 0.45% glucose (Cat#G68769; Sigma Burlington, MA), 1x Pen/Strep (Cat# 15140-122; Thermo Fisher Scientific, Waltham, MA) in phosphate-buffered saline (Cat# 14190-144; Thermo Fisher Scientific, Waltham, MA). At speed 0.2 mm/s, oscillation 1 mm, 18° angle, slicing was performed anterior to posterior first removing the olfactory bulbs then the first 600 μm of tissue was discarded and then 6 × 300 μm sequential coronal slices were prepared from each brain for subsequent culture (see Supplementary Figure 1).

For *in vivo* lipopolysaccharide (LPS) treatment experiments C57BL/6 female mice (Jackson Laboratories; Bar Harbor, ME) at 10–15 weeks of age were injected *i.p*. with LPS at a dose of 1 mg/kg (*E. coli*, serotype 055:B5, Cat# L4524; MilliporeSigma, Burlington, MA) prepared in phosphate-buffered saline (Cat# 14190-144; Thermo Fisher Scientific, Waltham, MA). After 24 h the mice were sacrificed by CO_2_ asphyxiation. The mice were immediately transcardially perfused with ice-cold phosphate-buffered saline (Cat# 14190-144; Thermo Fisher Scientific, Waltham, MA) containing 3 mM EDTA (Cat# 15575-038; Thermo Fisher Scientific, Waltham, MA) and dissected brain tissue was either snap frozen in liquid nitrogen (stored at −80°C) or harvested for microglia isolation.

### Brain Slice Culture

Brain slices were individually cultured in 1.2 mL brain slice culture medium at 35°C, 5% CO_2_ in 6-well plates (Cat# 3516; Corning Life Sciences, Corning, NY), supported on 0.40 μm Millicell Cell Culture inserts (Cat# PICM03050; MilliporeSigma, Burlington, MA). Brain slice culture medium consists of 50% BME (Cat#21010046; Life Technologies, Carlsbad, CA), 15% exosome-free heat-inactivated horse serum (Cat#2605088; Life Technologies, Carlsbad, CA), 0.25x Hank's BSS (Cat#H4641; MilliporeSigma, Burlington, MA), 2 nM GlutaMAX (Cat#A1286001; Life Technologies, Carlsbad, CA), 0.5% glucose (Cat#G68769; MilliporeSigma, Burlington, MA), 1x Pen/Strep (Cat# 15140-122; Thermo Fisher Scientific, Waltham, MA), 1x N2 supplement (Cat#17502048; Life Technologies, Carlsbad, CA) made up with sterile distilled water. Exosomes were pelleted and removed from the horse serum by ultracentrifugation at 100,000 g for 18 h at 4°C. Brain slice culture medium was replaced thrice per week including one full medium exchange and two half medium exchanges (400 μL removed, replaced with 600 μL due to evaporation); hPDGF (Cat#100-13A; Peprotech, Rocky Hill, NJ) was added at 10 ng/mL final to the medium on each occasion. Timepoints indicated in weeks, with each week constituting 7 ± 1 days in culture with the exception of “1 day” which indicates 22–26 h in culture.

### Immunofluorescent Staining and Analysis

Membranes containing brain slice culture slices were removed from culture medium and washed with phosphate-buffered saline (PBS) (Cat#14190-144; Thermo Fisher Scientific, Waltham, MA). Slices were then fixed with gentle shaking in 4% paraformaldehyde (Cat#15710; Electron Microscopy Sciences, Hatfield, PA) solution in 1x PBS for 1 h at room temperature. Following an overnight wash in PBS at 4°C, fixed slices were blocked at room temperature for 4 h in 2% bovine serum albumin (Cat#05470; Millipore Sigma, Burlington, MA) in 0.5% Triton-x100 (Cat#T8787; Millipore Sigma, Burlington, MA) in 1xPBS (PBST). Fixed slices were washed 3 times for 15 min in PBST and labeled with NeuN (1:500, Cat#24307; Cell Signaling Technologies, Danvers, MA) in 1x PBST for 72 h at 4°C. Slices were washed again 3 times for 15 min in PBST and incubated with AlexaFluor647 donkey anti-rabbit (1:500, Cat#A21206; Thermo-Fisher Scientific, Waltham, MA) for 8 h at room temperature, washed 3 times for 15 min in PBS, and incubated in DAPI solution (1:1,000 dilution of 1 mg/mL DAPI in PBS) (Cat#D1306; Thermo-Fisher Scientific, Waltham, MA) for 1 h. Slices were washed a final time in PBS and labeled with propidium iodide (Cat#P130MP; Thermo-Fisher Scientific, Waltham, MA) according to manufacturer's instructions. Slices were mounted on slides with Prolong Diamond Antifade (Cat#P36961; Invitrogen, Carlsbad, CA).

Slices were imaged with an Intelligent Imaging Innovations Marianas confocal microscope system (3i, Denver, CO) comprised of a Zeiss AxioObserver microscope (Zeiss, Germany), Yokogawa CSU-W1 spinning disc head (Yokogawa Electric, Japan), and Hamamatsu Flash 4.0 sCMOS camera (Hamamatsu Photonics, Japan). NeuN, PI, and DAPI labeled cells were acquired with a 20x air magnification lens. Analysis and identification of NeuN+, PI+ cells, and DAPI+ cells was performed in a 665 × 665 μm region of the cortex of each brain slice. Positive cells were identified using the Spots Wizard with Imaris Software (Oxford Instruments, United Kingdom) with the following thresholds: DAPI-XY Diameter 3.25, NeuN-XY Diameter 7, PI-XY Diameter 3.25. Cells were identified using the spots wizard for each individual channel following by a colocalization wizard with a 5 μm threshold. Slices were analyzed after 3, 7, and 14 days in culture, *n* = 4 slices/condition were analyzed.

### *In vitro* Mixed Glial Cultures

Cortices were dissected from the brains of C57BL/6 neonatal mice at post-natal day 2 and the meninges were removed. The tissue was dissociated in astrocyte culture medium [10% exosome-free heat-inactivated horse serum (Cat#2605088; Life Technologies, Carlsbad, CA), 10% FBS (Cat# 10082-147; Thermo Fisher Scientific, Waltham, MA), 1 mM sodium pyruvate (Cat# 11360-070; Thermo Fisher Scientific, Waltham, MA), 2 mM L-glutamine (Cat# 25030-149; Thermo Fisher Scientific, Waltham, MA), 1x Pen/Strep (Cat# 15140-122; Thermo Fisher Scientific, Waltham, MA) in DMEM (Cat# 11960-040; Thermo Fisher Scientific, Waltham, MA)] by gentle pipetting before the cell suspension was transferred to a T75 culture flask with a total medium volume of 12 mL. The cells were cultured at 37°C, 5% CO_2_ and medium was changed twice over the first week of culture and thereafter as needed based on medium coloration. Microglia were first observed in the culture medium after ~2 weeks. The medium was collected for isolation and analysis of microglia at day 22.

### Brain Slice Treatment

As specified, brain slices were treated with the following agents for 24 h: 100 ng/mL lipopolysaccharide (*E. coli*, serotype 055:B5, Cat# L4524; MilliporeSigma, Burlington, MA), 50 ng/mL TNF (Cat# 34-8321-82; Thermo Fisher Scientific, Waltham, MA), 20 ng/mL GM-CSF (Cat# 576304; BioLegend, San Diego, CA). Doses were chosen to be consistent with previous studies in microglia or macrophages: GM-CSF (Re et al., 2002; Jost et al., 2003; Parajuli et al., 2012; Koshida et al., 2015; Na et al., 2016) and TNF (Bernardino, 2005). At the time of treatment the agents were prepared in brain slice medium and added to a new 6-well plate. The slice insert was transferred into this plate and the slice bathed with the medium followed by the removal of excess from the top of the slice which was returned to the bottom of the well.

### Culture Supernatant Analysis

TNF, IL-6, and IL-10 levels in the slice culture supernatants were determined according to the manufacturer's specifications by V-PLEX MSD assay (Cat# K15048D-1 or K15267D-1; Meso Scale Diagnostics, Rockville, MD) using 50 μL sample volume with 4 h shaking incubation followed by 2 h shaking incubation with the detection antibody solution.

Neurofilament heavy chain levels in the culture supernatant were determined by Neurofilament Heavy (NF-H) Simple Plex assay analyzed on the Ella instrument (ProteinSimple, San Jose, CA) according to the manufacturer's specifications. Supernatant samples were mixed 1:1 with diluent.

### Microglia Isolation

Microglia were isolated from adult brain tissue (mice aged 10–15 weeks) and cultured brain slices by tissue homogenization and Percoll-mediated density separation; all manipulation steps were completed cold on ice, except the layered Percoll spin at 22°C. For whole brain, the tissue was minced using a razor blade (Cat# 71964; Electron Microscopy Sciences, Hatfield, PA). Minced brain tissue or brain slices were then transferred to an ice-cold Wheaton 7 mL dounce homogenizer (Cat# 357542; Wheaton Industries, Millville, NJ); at this step several slices were pooled as required. Using first the “loose” then the “tight” pestle, the tissue was dissociated gently in 5 mL 25 mM HEPES (Cat# 15630-080; Thermo Fisher Scientific, Waltham, MA) in HBSS (Cat# 14175-095; Thermo Fisher Scientific, Waltham, MA) with ~10 strokes for each, washing residual sample from the pestles to maximize yield. The homogenate was centrifuged at 300 g for 5 min. Following aspiration of the supernatant, the pellet was resuspended in 5 mL 70% isotonic Percoll (Cat# 17-0891-01; GE Healthcare, Chicago, IL) prepared with 25 mM HEPES (Cat# 15630-080; Thermo Fisher Scientific, Waltham, MA) in HBSS (Cat# 14175-095; Thermo Fisher Scientific, Waltham, MA). Fifty milliliters of 37% isotonic Percoll (in HEPES/HBSS) was gently layered above and the tubes were centrifuged at 800 g for 25 min, 22°C with an intermediate acceleration speed and the brake set to the lowest active setting. Following centrifugation, microglia localize to the 70/37 interface and were carefully collected in a 2 mL total collection volume using a 1 mL pipette tip and transferred to a new tube, pre-blocked on ice with 1% BSA (Cat# 80-1928; ENZO Life Sciences, Farmingdale, NY) in phosphate-buffered saline (Cat# 14190-144; Thermo Fisher Scientific, Waltham, MA). The cells were washed by adding an additional 8 mL ice-cold HEPES/HBSS and centrifugation at 300 g for 5 min. The supernatant was aspirated and the washed cells were resuspended in ice-cold 100–200 μL HEPES/HBSS or FACS buffer [1% FBS (Cat# 10082-147; Thermo Fisher Scientific, Waltham, MA), 25 mM HEPES (Cat# 15630-080; Thermo Fisher Scientific, Waltham, MA), 0.5 mM EDTA (Cat# 15575-038; Thermo Fisher Scientific, Waltham, MA), in HBSS (Cat# 14175-095; Thermo Fisher Scientific, Waltham, MA)].

### Flow Cytometry and Cell Sorting

All steps were performed on ice, with ice-cold reagents unless otherwise specified. Following isolation, microglia were blocked with 10% TruStain FcX Fc receptor block (Cat# 101320; BioLegend, San Diego, CA) in FACS buffer [1% FBS (Cat# 10082-147; Thermo Fisher Scientific, Waltham, MA), 25 mM HEPES (Cat# 15630-080; Thermo Fisher Scientific, Waltham, MA), 0.5 mM EDTA (Cat# 15575-038; Thermo Fisher Scientific, Waltham, MA), in HBSS (Cat# 14175-095; Thermo Fisher Scientific, Waltham, MA)] for 10 min on ice, then stained for at least 30 min covered on ice with combinations of the following antibodies conjugated to various fluorochromes from BioLegend (San Diego, CA): CD11B (clone: M1/70), CD45 (clone: 30-F11), CX3CR1 (clone: SA011F11), F4/80 (clone: BM8), P2RY12 (clone: S16007D); or from BD Biosciences (Franklin Lakes, NJ): CD44 (clone: IM7); or Abcam (Cambridge, United Kingdom): TMEM119 (clone: 106-6). The cells were washed with FACS buffer and, if required, stained with secondary antibodies for at least 30 min covered on ice, such as streptavidin BV711 (Cat# 405241; BioLegend, San Diego, CA) or anti-rabbit IgG Alexa Fluor 488 (Cat# 406416; BioLegend, San Diego, CA).

For Ki-67 and CD68 detection the cells were first incubated with eBioscience Fixable Viability Dye eFluor 455UV as described (Cat# 65-0868-14; Thermo Fisher Scientific, Waltham, MA), then fixed for 10 min on ice using the eBioscience Foxp3/Transcription Factor Staining Buffer Set (Cat# 00-5523-00; Thermo Fisher Scientific, Waltham, MA) and stained with antibodies for CD68 (clone: FA-11) and Ki-67 (clone: 16A8) from BioLegend (San Diego, CA) prepared in perm buffer for 30 min on ice.

In Supplementary Figure 4, after surface staining cells were fixed with 2% paraformaldehyde (Cat# 15710; Electron Microscopy Sciences, Hatfield, PA) in phosphate-buffered saline (Cat# 14190-144; Thermo Fisher Scientific, Waltham, MA) for 10 min on ice, washed in FACS buffer and then stored covered in foil prior to FACS analysis.

Prior to sample collection, the cells were washed twice in FACS buffer and resuspended in 100–200 μL FACS buffer (100 ng/mL DAPI added to unfixed samples only). Flow cytometric analysis was performed on the BD LSRFortessa (Becton Dickinson, Franklin Lakes, NJ). Flow sorting was performed on the BD FACSAria III (Becton Dickinson, Franklin Lakes, NJ), and microglia were identified as DAPI negative, CD45 intermediate, CD11B high. Cells sorted for downstream RNA isolation were sorted directly into chilled tubes containing cell lysis buffer from the relevant RNA preparation kit.

### RNA Isolation

RNA was prepared according to the manufacturer's instructions using the Qiagen RNeasy Micro RNA kit (Cat# 74004; Qiagen, Hilden, Germany) for brain slices and isolated microglia, or using the Qiagen RNeasy Mini RNA kit (Cat# 74104; Qiagen, Hilden, Germany) for brain tissue. For the homogenization step, brain slice samples were homogenized using the Omni Bead Ruptor 12 (Cat# 19-050A; Omni International, Kennesaw, GA) in 400 μL RLT lysis buffer with 350 μL used as input for RNA isolation; and for whole cerebrum samples homogenization was performed in 5 mL QIAzol lysis reagent (Cat# 79306; Qiagen, Hilden, Germany) with 200 μL used as input for RNA isolation. The purified RNA was eluted in 14 μL RNAase-free water. QC was performed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) using the RNA 6000 Pico Kit (Cat# 5067-1513; Agilent Technologies, Santa Clara, CA). RIN scores for more than 90% samples tested were eight or higher (>75% were nine or higher). Quantitation was performed using the NanoDrop 2000c (Thermo Fisher Scientific, Waltham, MA) or Quant-iT RiboGreen RNA Assay Kit (Cat# R11490; Thermo Fisher Scientific, Waltham, MA), for tissue and microglia samples, respectively.

### Expression Profiling

NanoString nCounter RNA expression profiling was performed according to the manufacturer's instructions with 50–100 ng RNA input using the Mouse Neuroinflammation Panel (Cat# XT-CSO-MNROI1-12; NanoString, Seattle, WA). For profiling of isolated brain slice microglia, input RNA was pre-amplified using the Low RNA Input Kit (Cat# LOW-RNA-48; NanoString, Seattle, WA) and the associated panel-specific primers (Cat# PP-MNROI1-12; NanoString, Seattle, WA). Output RCC file QC and normalization was performed using nSolver Analysis Software (version 4.0; NanoString, Seattle, WA) to generate normalized counts data for further analysis.

Single cell gene expression profiling was performed using the 10x Chromium Controller & Accessory Kit (Cat# PN-120223; 10x Genomics, Pleasanton, CA), Chromium Single Cell 3' Library & Gel Bead Kit v2 (Cat# PN-120237; 10x Genomics, Pleasanton, CA), and Chromium Single Cell A Chip Kit (Cat# PN-120236; 10x Genomics, Pleasanton, CA). Following sorting, microglia samples were prepared to achieve ~1,000 live FACS-sorted cells per sample (each in a single lane of a 10x chip). Libraries were prepared as described by the manufacturer, denatured as recommended and clustered at 14 pM (instead of 18 pM) prior to sequencing to a target depth of ~100k 3' reads per cell on the Illumina HiSeq 2500 using Hi-output flow cell (Ilumina, San Diego, CA). After sequencing, the Cell Ranger pipeline with default parameters was used to process the sequencing data including fastq generation, generating UMI tables, and QC. Each experimental condition was processed separately, and “cell ranger aggregate” function was used to combine the data into one UMI table for further analysis. UMI counts per cell were normalized to 1 million and outlier discrimination was performed using t-SNE.

For population-based microglia RNAseq analysis RNA samples were normalized for target input of 5–10 ng RNA per sample library. SMART-Seq v4 Ultra Low Input RNA Kit (Cat# 634894; Takara Bio USA, Kusatsu, Shiga Prefecture, Japan) was used for cDNA preparation according to the manufacturer's instructions. cDNA was normalized and 150 pg was used as starting material for library construction with the Nextera XT DNA Library Preparation Kit (Cat# FC-131-1002; Ilumina, San Diego, CA) according to the manufacturer's instructions. Libraries were normalized and pooled before clustering HiSeq PE Cluster Kit V4 cBot (Cat# PE-401-4001; Ilumina, San Diego, CA) and sequencing. For **Figure 5** [microglia LPS *in vivo* reference data] parameters were 50 bp paired-end with a Hi-output run on the Illumina HiSeq 2500 (Ilumina, San Diego, CA) at ~18 million reads per sample. For **Figure 6** and Supplementary Figure 7 (cytokine stimulated slice microglia) parameters were 75 bp single end reads on an Illumina NextSeq sequencer (Ilumina, San Diego, CA) at ~9.5 million reads per sample.

For whole brain tissue RNAseq analysis 500 ng RNA input per sample was used for library preparation using the TruSeq RNA Library Prep Kit (Cat# RS-122-2001; Ilumina, San Diego, CA) according to the manufacturer's instructions. Libraries were normalized and pooled before sequencing with 18 pM input for 50 bp single-end reads on rapid mode on the Illumina HiSeq 2500 (Ilumina, San Diego, CA).

### Quantification and Statistical Analysis

Statistical tests, *n* numbers, sample details, group descriptors (mean, standard deviation), and *P*-values and FDR values are annotated in the Figures and detailed in the Figure Legends. Brain slices were allocated to treatment to prevent over-representation of either caudal or rostral slices in any one group. No other randomization methods were employed.

Expression profiling data was analyzed in Qiagen Omicsoft Array Studio (V10.0, Qiagen, Hilden, Germany). The following R packages were implemented through the Array Studio interface: EdgeR (Robinson et al., 2010; McCarthy et al., 2012), and t-SNE (van der Maaten and Hinton, 2008). Differentially expressed genes (DEGs) were identified in Array Studio using the General Linear Model for population-based data and using EdgeR for single cell data. Thresholds of absolute fold-change > 1.5 and *p*-value or false discovery rate (FDR) < 0.05 were consistently applied to identify differentially expressed genes; these cutoffs were also applied to input genelists for pathway analysis (Ingenuity Pathway Analysis software; Qiagen, Hilden, Germany).

In preparation for Louvain clustering analysis, the single-cell RNA-seq data was analyzed using Scanpy (https://scanpy.readthedocs.io/). For quality control, cells with the following characteristics were discarded: expression of mitochondrial genes occupying >5% of total UMI, number of detected genes < 400, and total number of UMI counts > 30,000. Harmony (Korsunsky et al., 2019) was used for data harmonization, with sample IDs as batch, theta = 1, lambda = 1. For clustering of slice culture microglia, the harmonized PCA from Harmony was fed into scanpy.pp.neighbors with n_pcs = 100 and n_neighbors = 20, and then scanpy.tl.louvain was used with resolution = 0.5. For clustering of microglia from all conditions, n_pcs = 50, n_neighbors = 20, and resolution = 0.8 was used. To mitigate potential over-clustering, gene-gene correlation of selected genes was monitored for each pair of clusters, and clusters with high correlation were merged. Genes for this process were selected as follows: For each cluster, the top 100 genes with average UMI > 0.2 and high gene expression specificity score, which is calculated by normalizing average UMI counts of a given gene per cell across all clusters (Skene and Grant, 2016), were selected. The selected gene sets were combined to calculate gene-gene correlation. Clusters with correlation >0.8 were merged, for example, cluster “0” and “3” in a particular run of slice culture microglia presented (the next highest being 0.26). After distinct clusters were identified, cluster identities were inferred from top DEGs using scanpy.tl.rank_genes_groups with method = “wilcoxon,” as well as previously known gene sets from the literature (Keren-Shaul et al., 2017; Friedman et al., 2018).

Gene-level heatmaps display row normalized values using the “RobustCenterScale” algorithm (Array Studio default): the row median is subtracted from each value which is then by scaled by row median absolute deviation. Geneset heatmap analysis displays geneset mean z-score per group: Z-score values across groups for each gene was determined and these values were averaged for the genes in each geneset. Cell type marker genesets were determined from McKenzie et al. (2018) based on gene inclusion cutoffs of grand mean >4 for each cell type: neurons (four genes), microglia (48 genes), astrocytes (eight genes), oligodendrocyte precursor cells (four genes), oligodendrocytes (20 genes), endothelial cells (18 genes). Gene Ontology analysis of LPS DEGs was performed using GOrilla (Eden et al., 2007, 2009) with the up- and down-regulated unique slice microglia and *in vivo* microglia DEGs separately analyzed against the complete NanoString nCounter Mouse Neuroinflammation Panel genelist.

Flow cytometric data analysis was performed in FlowJo V10 (BD Biosciences, Franklin Lakes, NJ).

Analysis and visualization of data not otherwise described was performed using GraphPad Prism 7 (GraphPad Software, San Diego, CA).

### Data Availability

The datasets generated during this study are available through NCBI GEO (GSE154855).

## Results

### The Initial Culture Period Following Brain Slicing Is Associated With Inflammation, Loss of Neuronal Gene Expression and Enhanced Expression of Microglial Genes

To characterize the organotypic brain slice system and define its potential to study microglia biology and neuroinflammatory responses, cultured brain slices were harvested following culture periods ranging from 1 day to 4 weeks and subjected to tissue gene expression profiling. By covering a wide range of timepoints our goal was to identify the major periods of change during culture. Principle component (PC) analysis (PCA) revealed sample clustering by timepoint (Figure 1A). Between consecutive timepoints the greatest proportion of the variation along the first principle component (PC1) was observed during the first week of culture with the distance between 1 day and 1 week representing 45% of PC1 range (Figure 1A). Similarly, 97% of the PC2 range was associated with changes occurring during the first week of culture. Differential expression analysis for consecutive timepoints identified 280 differentially expressed genes (DEGs; *p*-value < 0.05, absolute fold-change > 1.5) between 1 day and 1 week, 149 DEGs between 1 and 2 weeks, 100 DEGs between 2 and 3 weeks, and 27 DEGs between 3 and 4 weeks. Altogether, these observations indicated that the largest changes in brain slice gene expression occurred between 1 day and 1 week culture timepoints.

**Figure 1:**
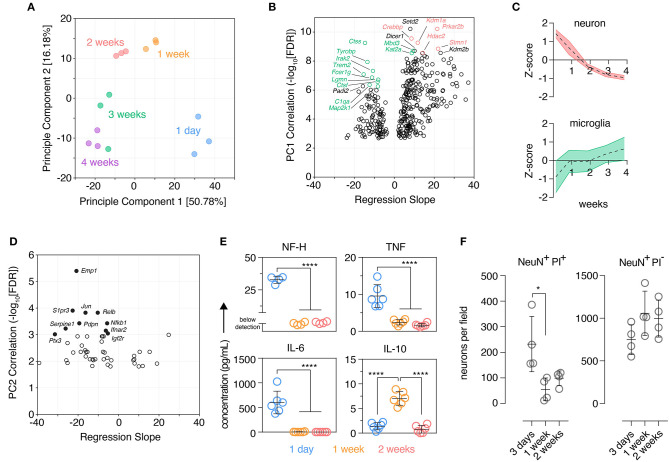
Organotypic brain slices show marks of an early inflammatory reaction that subsides after 2 weeks. Organotypic coronal brain slice cultures were prepared from neonatal mice and cultured *in vitro* on a supporting membrane. **(A)** NanoString expression profiling (Mouse nCounter Neuroinflammation Panel) revealed changes in the tissue transcriptome over time in culture as determined by Principle Component Analysis (PCA). *n* = 3 slices/group. **(B)** Gene-level changes associated with Principle Component 1 were identified by Pearson correlation analysis plotting the statistical significance against scaled effect size (regression slope; model: expression ~ time) to account for different expression levels and prevent down-weighting of low expressed genes. Top 10 positively and negatively correlated genes ranked by *p*-value are labeled; within these genes, those with highest expression in microglia and neurons are indicated in green and red, respectively (Zhang et al., 2014). **(C)** Overall expression changes (z-score normalized) in validated neuronal and microglial marker genes (McKenzie et al., 2018) were plotted over time, mean ± SD. **(D)** Gene-level changes associated with Principle Component 2 were identified by Pearson correlation analysis plotting the statistical significance against scaled effect size (regression slope; model: expression ~ time). Top 10 correlated genes ranked by *p*-value are labeled. **(E)** Protein levels of NF-H, TNF, IL-6, and IL-10 in the culture supernatant was determined at several culture timepoints. *n* = 4–6 slices/group. **(F)** Quantification of dying (PI+) and viable (PI–) neurons (NeuN+) over time in culture identified by immunofluorescence staining. *n* = 4 slice/group, mean ± SD. **** and * denote adjusted *p*-value >0.0001 and 0.05, respectively by one-way ANOVA. See also Supplementary Figure 2.

Three hundred sixty-one genes significantly correlated with PC1 were identified by Pearson correlation [false discovery rate (FDR) < 0.001]. Genes negatively-correlated with PC1, i.e., genes that increased over time in culture, were enriched in genes expressed predominantly in microglia with nine of the top 10 most correlated genes exhibiting highest expression in microglia (relative to other CNS cells) based on published cell-type expression data (Zhang et al., 2014) (Figure 1B). Genes positively correlated with PC1, i.e., genes that decreased expression over time in culture were skewed in favor of neuronal genes with five of the top 10 most correlated genes expressed highest in neurons (Zhang et al., 2014) (Figure 1B). Supporting these observations the expression of published cell-type marker genesets (McKenzie et al., 2018) revealed reduced expression of neuronal marker genes over time and, conversely, an increase in expression of microglia marker genes (Figure 1C). Marker genesets for other cell types also changed over time: endothelial cell markers decreased during the first week, oligodendrocyte precursor cell markers transiently increased at 1 week in culture, oligodendrocyte genes increased over time especially beyond 2 weeks, astrocyte marker genes initially increased at 1 week and remained stable thereafter (Supplementary Figure 2). Decreased expression of inflammatory genes characterized the early culture phase of the culture as six out of the top 10 genes that were negatively correlated with PC2 were also associated with inflammatory responses (*Nfkb1, Rela, Jun, Ifnar2, Ptx3, S1pr3*) (Figure 1D). This suggested that brain slicing may be associated with an acute inflammatory phase early in the culture period that is rapidly down-regulated during the first few days of culture.

Consistent with this hypothesis and acute neuronal damage possibly triggering a microglia inflammatory response early in the culture period we detected elevated levels of neurofilament at 1 day, a protein expressed in the nerve fibers of neurons, accompanied by elevated levels of the pro-inflammatory cytokines, IL-6 and TNF (Figure 1E). At 1 week these markers had reached a plateau at a low level and, in contrast, elevated levels of IL-10 were observed, a cytokine typically associated with resolution of inflammation (Burmeister and Marriott, 2018). Immunofluorescence staining showed that a large number of neurons were dying at day 3 post-tissue slicing while neuronal cell death declined at 1 week and remained stable at 2 weeks. Despite this loss of neurons early in the culture period, viable neurons were readily detectable across the culture period (Figure 1F).

To further explore microglia changes at a cellular level, single cell suspensions were prepared from individual brain slices and the expression of several myeloid inflammatory markers were analyzed by flow cytometry in microglia, which were identified by canonical markers CD11B and CD45 (Supplementary Figure 3). CD45, CD44 and CD68 showed an early up-regulation at 1 week in culture, before declining to stable levels closer to those observed in freshly isolated microglia from adult mice (Figure 2A). This period also coincided with a large increase in the percentage of autofluorescent microglia (Supplementary Figure 3), a phenotype associated with an age-dependent accumulation of lysosomal storage bodies containing autofluorescent material and thought to reflect clearance functions of microglia (Burns et al., 2020). CD11B showed a unique behavior with low expression in fresh slices and increasing protein expression early in culture followed by stabilization at adult microglia levels (Figure 2A). Finally, both F4/80 levels (Figure 2A) and the frequency of microglia with a recent history of cell cycling (KI67^+^ microglia; Figure 2B) were elevated initially and then declined over time to levels closer to those observed in adult *ex vivo* microglia. While some of these changes were likely driven by the early inflammatory period following brain slicing such as CD44, CD68, and CD45 (Matsumoto et al., 2012; Bodea et al., 2014; Hendrickx et al., 2017; Rangaraju et al., 2018), this microglia phenotype trajectory was also consistent with the known developmental changes that occur from the neonatal period to adulthood (Nikodemova et al., 2015; Matcovitch-Natan et al., 2016). Importantly, the expression dynamics of all markers indicated that a stable microglia phenotype close to the adult state was established after 2 weeks of culture.

**Figure 2:**
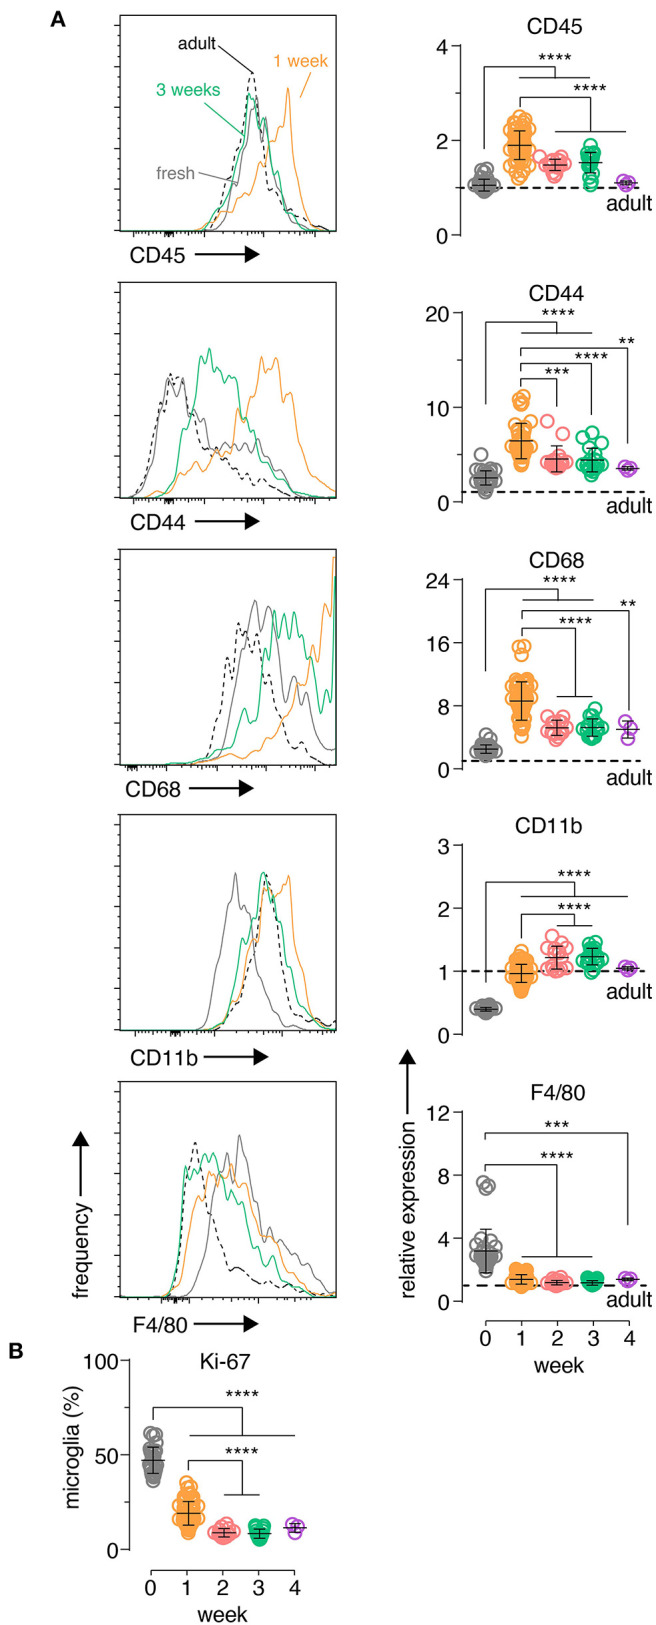
Organotypic brain slice microglia express inflammatory markers at early culture timepoints which then subside after 2 weeks. Organotypic coronal brain slice cultures were prepared from neonatal mice and cultured *in vitro* on a supporting membrane. **(A)** Changes in slice microglia phenotype at 1 week (orange histogram) and 3 weeks (green histogram) compared to fresh uncultured slice microglia (solid gray histogram) and acutely-isolated adult microglia (dashed black histogram) was determined based on the expression of the indicated markers by flow cytometry. Data is quantitated relative to levels in adult *ex vivo* microglia (denoted by the black horizontal dashed line). **(B)** Percentage of Ki-67+ microglia over time for the indicated timepoints. **(A,B)** *n* = 4–59 slices. Pooled data from eight independent experiments. Each symbol represents microglia data from an individual slice, bars indicate mean ± SD. Representative FACS histograms shown, y-axis displays frequency relative to max. ****, *** and ** denote adjusted *p*-value <0.0001, 0.001 and 0.01, respectively by one-way ANOVA. See also Supplementary Figure 3.

Altogether, these data indicated that inflammatory processes were taking place early during the culture period associated with tissue damage and neuronal process injury, induced by slice preparation for culture. At 2 weeks and beyond, markers of inflammation and developmental progression had subsided or stabilized, respectively, and microglia phenotype was consistent with an adult homeostatic state.

### Brain Slice Microglia Are Transcriptionally Closer to Acutely-Isolated Microglia Than Microglia Cultured *in vitro*

To more thoroughly characterize the phenotype of microglia at different timepoints in brain slice culture, we performed single cell gene expression profiling on FACS-purified microglia from brain slices. 

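Data for 10 libraries were analysed, 2 for each of 5 groups: adult, *in vitro*, slice 1 day, slice 1 week and slice 3 weeks microglia. The cells were sorted by FACS and sequenced as 10x Genomics single cell libraries. The authors' files held raw UMI counts per gene and cell barcode from Cell Ranger, whose version and genome build are not stated in the paper. The files listed 19637 barcodes and 18281 genes. Cells were kept under the paper's limits of 5% mitochondrial UMIs, 400 genes and 30,000 UMIs, which removed 578 barcodes and left 19059 cells. The kept cells held 12388843 and 6798474 UMIs in the adult libraries (replicates 1 and 2) and 33957132 and 39689540 in the *in vitro* libraries. The slice libraries held 3661690 and 9539163 UMIs at 1 day, 1080763 and 385373 at 1 week, and 7819156 and 22332658 at 3 weeks. Median UMIs per cell were 3257 and 1858 in adult, 12858 and 13966 in *in vitro*, 6452.5 and 8335 at 1 day, 6830.5 and 6841 at 1 week, and 6112 and 5266 at 3 weeks. The library, and not the cell, was the unit of replication. Counts were summed over the cells of each library and compared with edgeR in one fit of all 10 libraries with TMM factors, at the paper's thresholds of FDR < 0.05 and fold change > 1.5. The fit held 12155 genes and had a biological coefficient of variation of 18.2%. With 2 libraries per group a two-sided permutation p cannot fall below 0.333, so positions, shares and correlations are given without p. Adult replicate 1 and slice 3 weeks replicate 1 carried a different study label from the other 8 libraries. The identity list holds 15 genes that the paper names from these same data, so its scores are not independent of the paper's choice. The other gene lists used for pathways and signatures were written from general knowledge before the data were examined, and the pathway software and published signatures of the paper were not used here.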

Timepoints were selected to provide insight into the dynamic changes in phenotype observed during the first 2 weeks of culture relative to the more stable phenotype that was observed after 2 weeks. Slice microglia isolated after 1 day, 1 week, and 3 weeks in culture were compared to microglia isolated from adult mouse brain, and to primary *in vitro*-derived microglia from *in vitro* mixed glial cultures which are widely used *in vitro* as a surrogate for *in vivo* microglia (Figure 3A).

**Figure 3:**
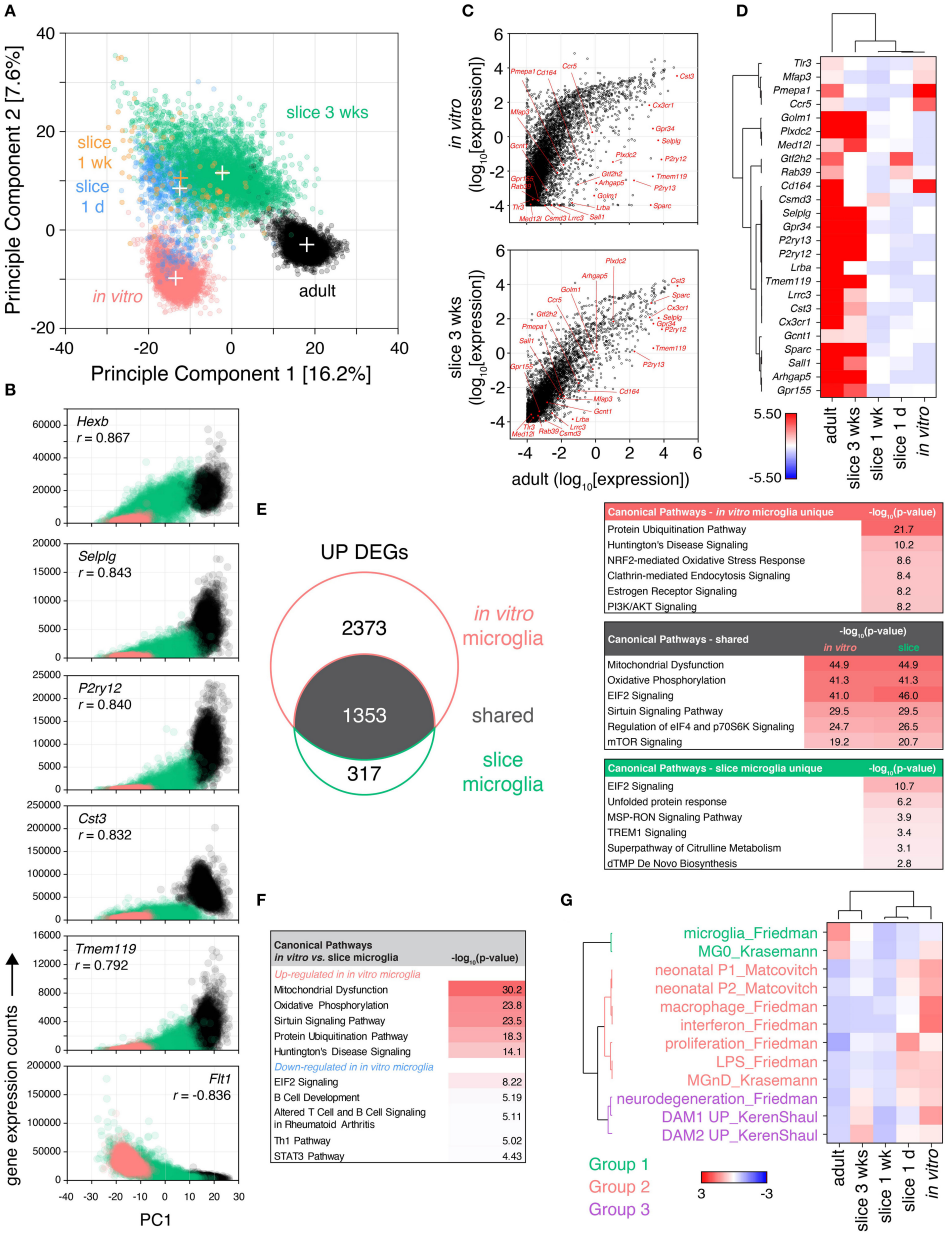
Microglia isolated from cultured brain slices share greater similarity to their adult *in vivo* counterparts than *in vitro* primary microglia. Brain slice culture, *in vitro* primary/mixed glial culture and freshly-isolated adult microglia were isolated by FACS and subjected to single cell RNA expression profiling. **(A)** PCA was performed to determine similarity between cells. “+” indicate cluster centroids (PC1, PC2): *in vitro* (−13.5, −9.8), slice 1 day (−12.6, 8.5), slice 1 week [−12.4, 10.5; (orange) for clarity], slice 3 weeks (−2.3, 11.5), adult (17.1, −3.0). Each circle represents an individual cell, each cluster consists of cells from two independent samples. **(B)** Gene correlation vs. PC1 was performed comparing adult, *in vitro* and slice microglia at 3 weeks to provide insight into genes associated with adult *in vivo* microglia phenotype; normalized gene expression relative to PC1 for the top 6 genes ranked by Pearson correlation coefficient (*r*) shown. **(C)** Mean absolute gene expression was determined for each cluster and compared between slice microglia at 3 weeks, *in vitro* microglia and adult microglia; microglia identity genes are labeled (Friedman et al., 2018). Each symbol represents an individual gene. **(D)** Heatmap representation of mean microglia identity gene expression (Friedman et al., 2018) between microglia clusters. Scale represents median absolute deviation by row (see Methods). **(E)** Up-regulated differentially expressed genes (UP DEGs) between either slice microglia at 3 weeks or *in vitro* microglia relative to adult microglia were compared. DEGs were subjected to Ingenuity Pathway Analysis to identify enrichment of the DEGs in canonical pathways. Top pathways ranked by *p*-value shown for DEGs shared or unique to slice 3 weeks and *in vitro* microglia, relative to adult microglia. **(F)** Pathway analysis was performed separately for genes up-regulated and down-regulated in *in vitro* microglia relative to slice microglia at 3 weeks, top five canonical pathways ranked by *p*-value for each shown. **(G)** Microglia transcriptional differences in culture over time were compared to published genesets associated with specific microglia states and phenotypes (Matcovitch-Natan et al., 2016; Keren-Shaul et al., 2017; Krasemann et al., 2017; Friedman et al., 2018). Geneset mean of z-score normalized gene expression. Sample microglia counts for 1 week slice microglia samples were 33 and 60 cells, while for other samples cell counts were 331–3,517 cells. Further analysis details contained in methods. See also Supplementary Figures 4, 5, and Supplementary Tables 4–6.

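The slice 1 week libraries held 159 and 68 barcodes, of which 148 and 61 passed the limits on genes, UMIs and mitochondrial share. Of the other 8 libraries, slice 1 day replicate 1 was the smallest with 518 cells (525 barcodes) and adult replicate 1 the largest with 3799 cells (3834 barcodes). Slice 1 day replicate 2 held 1014 cells, slice 3 weeks 1153 and 3740, *in vitro* 2417 and 2682, and adult replicate 2 held 3527. Median genes per cell were 1515 and 1007 in adult, 3076 and 3150.5 in *in vitro*, 2089 and 2539 at 1 day, 2122 and 2037 at 1 week, and 2061 and 1838.5 at 3 weeks.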

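Principal components were computed on log2(CPM + 1) of the 10742 genes with a UMI in at least 1% of cells, and PC1 was scaled so that the *in vitro* and adult group means lay at −13.5 and 17.1, as in Figure 3A. The central 90% of cells ran from 8.34 to 26.4 on PC1 in adult, from −23.7 to −3.42 in *in vitro* and from −9.04 to 16.0 in slice 3 weeks. The means of adult and *in vitro* cells lay 5.02 pooled SDs apart along PC1, while the range of the slice 3 weeks cells overlapped with both.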

By principle component analysis (PCA), individual microglia separated into distinct clusters according to their sample identity (Figure 3A). The component explaining the majority of the variance in the dataset (PC1) most prominently distinguished *in vitro* from adult microglia, with the slice microglia occupying an intermediate position along PC1. 

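PC1 held 10.0% of the variance over the 19059 cells. The slice means lay between the *in vitro* and adult means, at −3.48 ± 3.85 for 1 day, 2.76 ± 1.20 for 1 week and 3.11 ± 1.96 for 3 weeks (mean ± SD, n = 2 libraries). The slice 1 day libraries lay at −0.753 and −6.20, the 1 week libraries at 1.92 and 3.61, and the 3 weeks libraries at 1.72 and 4.50. Adult replicates 1 and 2 lay at 14.3 and 19.9, and the *in vitro* replicates at −13.1 and −13.9. Within the study label of slice 3 weeks replicate 1 (1.72) the adult library lay at 14.3, and within that of replicate 2 (4.50) it lay at 19.9. The mean of slice 1 week moved the most among the alternatives, to −7.84 on CPM without the log.

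**Figure D1:**
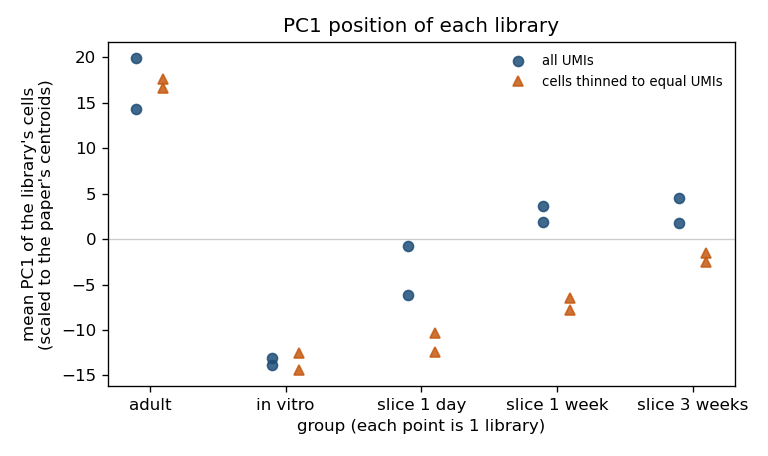
PC1 position of each library, as the mean over its cells, with all UMIs and with cells thinned to 1800 UMIs. PC1 was scaled to *in vitro* and adult means of −13.5 and 17.1.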

The second principle component uniquely distinguished slice microglia from both adult and *in vitro*-derived microglia. 

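PC2 held 1.38% of the variance. It fell with the UMIs per cell within each library, with r from −0.857 to −0.422 between PC2 and log2 UMIs. In units of the SD of PC2 over cells, the group means were 1.12 ± 0.0606 for slice 1 day, 0.969 ± 0.101 for 1 week and 0.591 ± 0.305 for 3 weeks (n = 2 libraries). The means were −0.635 ± 0.425 for adult and −0.128 ± 0.152 for *in vitro*. Slice 3 weeks replicate 1 lay at 0.375 and replicate 2 at 0.806, against −0.935 and −0.334 for the adult libraries with the same study labels. The slice 3 weeks mean was 0.0294 with replicate 2 of that group left out and −0.0290 with equal numbers of cells drawn from each library. The paper states that PC2 distinguished slice microglia from both other groups, with no test given.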

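As a share of the way from the *in vitro* to the adult mean on PC1, slice 1 day lay at 32.8%, 1 week at 53.1% and 3 weeks at 54.3%. PC1 followed the UMIs per cell within each library, with r from −0.964 to −0.836 between PC1 and log2 UMIs. Cells were therefore also thinned to 1800 UMIs each, which kept 16910 cells and left r between −0.537 and 0.304. In thinned cells the slice means lay at −11.4 for 1 day, −7.14 for 1 week and −2.03 for 3 weeks on the same scale. The thinned libraries lay at −10.3 and −12.4, −7.80 and −6.48, and −1.53 and −2.53. The paper states an association of culture duration with proximity to the adult cluster.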

Proximity to the adult microglia cluster was also associated with culture duration with the early culture slice microglia at 1 day and 1 week positioned closer to the *in vitro* cluster while slice microglia at 3 weeks positioned closer to adult microglia.

Further insight into the transcriptional differences driving this separation along PC1 was obtained by identifying the genes most correlated with PC1 based on Pearson correlation analysis (Figure 3B). One hundred twenty genes were identified with *p*-value < 0.001 and absolute correlation coefficient of > 0.5. 

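Pearson correlations of CPM with PC1 were computed over the 17318 adult, *in vitro* and slice 3 weeks cells. With an absolute correlation over 0.5 there were 95 genes, 36 with a positive and 59 with a negative correlation. No p is given, since cells of a library are not independent replicates. The count moved the most, to 467, with log2(CPM + 1) in place of CPM in the correlation, a setting chosen after the result was seen. In thinned cells it was 55 (42 positive, 13 negative).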

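Ranked by absolute correlation with PC1, *P2ry12* ranked 3 (r = 0.732), *Cst3* 4 (0.723) and *Selplg* 5 (0.723). *Tmem119* ranked 12 (r = 0.686). *Cd81* ranked 2 (r = 0.753) and *Lgals1* ranked 6 (r = −0.723).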

When the significantly correlated genes were ranked by absolute correlation, five of the top six most correlated genes were genes associated with microglia identity (Butovsky et al., 2014; Keren-Shaul et al., 2017; Krasemann et al., 2017; Friedman et al., 2018): *Tmem119, P2ry12, Hexb, Selplg*, and *Cst3* (Figure 3B). Additional microglia identity genes (*Cx3cr1, Csf1r, Gpr34, Ctss*) were in the top 20 ranked genes. These genes exhibited highest expression in adult microglia, moderate expression in slice microglia, and low/absent expression in *in vitro* microglia. 

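*Ctss* ranked 9 (r = 0.699), *Gpr34* 14 (0.662) and *Csf1r* 17 (0.651) among the genes correlated with PC1. *Cx3cr1* ranked 29, with r = 0.604.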

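TMM-normalized CPM of *P2ry12*, *Tmem119*, *Selplg*, *Cst3*, *Cx3cr1*, *Csf1r*, *Gpr34* and *Ctss* fell from adult through slice 3 weeks to *in vitro*, while without scaling for depth *Csf1r* and *Ctss* rose in *in vitro* against adult (log2 0.24 and 0.27) and *Cx3cr1* and *Ctss* in slice 3 weeks (0.11 and 0.27). That setting, chosen after the counts of called genes were seen, moved the median of all genes by log2 2.04 in *in vitro* and 1.05 in slice 3 weeks. *P2ry12* was at 6942 ± 645 CPM in adult, 898 ± 113 in slice 3 weeks and 51.3 ± 12.3 in *in vitro* (n = 2). Its log2 fold change against adult was −7.08 (SE 0.37, edgeR adjusted p = 2.0e-07) in *in vitro* and −2.95 (SE 0.30, edgeR adjusted p = 5.8e-05) in slice 3 weeks. *Tmem119* was at 2665 ± 5.42, 462 ± 104 and 36.8 ± 18.7 CPM, with −6.18 (SE 0.47, edgeR adjusted p = 2.3e-06) in *in vitro* and −2.53 (SE 0.40, edgeR adjusted p = 6.8e-04) in slice 3 weeks. *Selplg* was at 4707 ± 204, 899.8 ± 40.3 and 94.1 ± 0.847 CPM, with −5.64 and −2.39. *Cst3* was at 57996 ± 7501, 10168 ± 663 and 3446 ± 168 CPM, with −4.07 and −2.51. For *Cx3cr1* the changes were −2.29 and −0.97, for *Csf1r* −1.91 and −1.40, for *Gpr34* −4.33 and −1.98, and for *Ctss* −1.90 and −0.84.

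These genes were called as lower in both *in vitro* and slice 3 weeks. *Ctss* (edgeR adjusted p = 0.0098) was not called in slice 3 weeks with adult replicate 1 or slice 3 weeks replicate 2 left out. With study label as covariate the slice 3 weeks changes of *P2ry12* and *Tmem119* were −2.95 and −2.55.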

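The paper's supplementary list of genes correlated with PC1 holds *Ftl1* at rank 4 and does not hold *Flt1*. Here *Ftl1* ranked 7 (r = −0.702), with mean CPM of 3405 in adult, 14715 in slice 3 weeks and 37118 in *in vitro*. *Flt1* had r = −0.0226 with PC1 and ranked 7902. It was at 0.662 ± 0.521 CPM in adult, 1.32 ± 0.591 in *in vitro* and 5.84 ± 1.80 in slice 3 weeks (n = 2). Against adult its log2 fold change was 1.14 (SE 0.64, edgeR adjusted p = 0.149) in *in vitro* and 3.26 (SE 0.61, edgeR adjusted p = 0.0019) in slice 3 weeks. Between *in vitro* and slice 3 weeks it was −2.12 (SE 0.48, edgeR adjusted p = 0.0062), which was not called with *in vitro* replicate 2 left out.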

The 4th most correlated gene, *Flt1*, was negatively correlated with PC1 (with high expression in *in vitro* cells, lower in the slice microglia and absent in adult microglia). *Flt1*, encoding VEGFR1, is highly expressed in peripheral monocytes and some tissue-resident macrophages such as lung and liver macrophages, with minimal, if any, expression in adult microglia (Heng et al., 2008). Fifty-five genes were found to be correlated with the second principle component (PC2) with *p*-value < 0.001 and absolute correlation coefficients > 0.5. Of these 69% (38/55) encoded members of the RPL and RPS ribosomal protein family. These genes were up-regulated possibly indicating elevated rates of protein translation in brain slice microglia.

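Over the same cells as for PC1, 51 genes had an absolute correlation over 0.5 with PC2, all of them positive. The gene with the highest correlation was *Rpl41* (r = 0.617). The count was 16 with equal numbers of cells per library, 17 on CPM without the log, 14 in thinned cells and 8 with log2(CPM + 1) in the correlation, the last chosen after the result was seen.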

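Of the 51 genes, 45 (88.2%) encoded cytosolic ribosomal proteins. Of all 82 ribosomal protein genes with a correlation, 81 had a positive one with PC2, with a median r of 0.508 against −0.0220 for the other genes. Within single libraries, PC2 and the ribosomal share of a cell's UMIs correlated at r from −0.112 (adult replicate 1) to 0.535 (*in vitro* replicate 2). The ribosomal share was 42.9% (6 of 14) in thinned cells, 75.0% (12 of 16) with equal cells per library and 0 of 8 with log2(CPM + 1) in the correlation.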

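Ribosomal protein genes held 17.1 ± 4.51% of UMIs in slice 3 weeks (13.9% and 20.3% in the 2 libraries), 16.0 ± 0.0358% at 1 day and 15.8 ± 0.841% at 1 week. They held 12.6 ± 0.546% in *in vitro* and 6.38 ± 0.947% in adult. Against adult the median log2 fold change of the 83 genes was 1.63 in slice 3 weeks and 1.30 in *in vitro*, with limma camera adjusted p = 2.2e-27 and 1.1e-11. Of the 83, 80 were called as higher and 0 as lower in slice 3 weeks and 78 and 0 in *in vitro*, the same counts as when adjusted over the list alone. Between *in vitro* and slice 3 weeks the median of all genes moved by log2 0.97 without scaling for depth, which turned the list median to 0.76. With scaling the list median was −0.34, and the limma camera adjusted p was 0.283. That median was −0.58 with slice 3 weeks replicate 1 left out, where the list was called, and 0.05 with replicate 2 left out, where it was not. Of the 78 tests over 13 sets and 6 comparisons, camera with its preset correlation called 45, of which fry lost 2 (MHC and interferon genes between slice 3 weeks and 1 day), while fry called 5 others. With the correlation between genes estimated from the data, limma camera called 0 of the 78, with 11 at an unadjusted p below 0.05 (lowest limma camera adjusted p = 0.0733). The paper proposes higher rates of protein translation in slice microglia from the rise of these genes.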

When analyzing absolute gene expression levels, there was a tighter correlation between the adult and 3 week slice microglia transcriptomes than between adult and *in vitro* microglia, including the expression of microglia identity genes (Friedman et al., 2018) (Figure 3C). 

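Pearson correlations were computed over genes on log10(CPM + 1) of the summed counts, for each of the 4 pairs of libraries. With adult, r was 0.942 to 0.947 for slice 3 weeks and 0.899 to 0.910 for *in vitro*, against 0.991 between the 2 adult libraries. Over pairs with the same study label r was 0.942 to 0.947 for slice 3 weeks and 0.899 to 0.908 for *in vitro*. For slice 1 day r was 0.897 to 0.915 and for 1 week 0.895 to 0.901, where the replicates correlated at 0.934. The means moved the most over the 7465 genes with at least 10 CPM in adult, to 0.864 for slice 3 weeks and 0.767 for *in vitro*. *In vitro* and slice 3 weeks correlated with each other at 0.951 to 0.959. Over the 15 identity genes named in the paper, r with adult was 0.702 to 0.819 for slice 1 day, 0.784 to 0.805 for 1 week, 0.751 to 0.857 for 3 weeks and 0.520 to 0.537 for *in vitro*, so the slice groups overlapped. The paper concludes from the higher correlation that the slice transcriptome was closer to adult.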

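The 15 identity genes named in the paper were compared with their adult mean. The mean absolute log2 difference was 1.41 ± 0.19 in slice 3 weeks, 2.15 ± 0.19 at 1 week, 3.40 ± 0.36 at 1 day and 4.21 ± 0.23 in *in vitro* (n = 2). It was 1.28 and 1.55 in the slice 3 weeks libraries and 4.05 and 4.37 in the *in vitro* libraries. All 15 genes were below adult in *in vitro* and at 1 day, 13 and 15 of them called as lower. In slice 3 weeks 9 were called as lower, and those not called included *Sparc* (log2 −0.18), *Olfml3* (−0.56), *C1qc* (0.00) and *C1qa* (0.10). These counts were the same when adjusted over the list alone.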

The relative expression of the latter genes was highest in adult microglia while the majority of them were also highly expressed in 3 week slice microglia, in contrast to the low expression levels observed in *in vitro* microglia and in the slice microglia at early timepoints (1 day and 1 week) (Figure 3D). Despite high relative gene expression, the protein level of CX3CR1 observed in slice microglia was only 56–65% of the adult microglia expression level, while the levels of P2RY12 and TMEM119 were substantially reduced (Supplementary Figure 4). This observation is consistent with the known developmental regulation of *Cx3cr1, P2ry12*, and *Tmem119* gene expression with reported mRNA levels in neonatal P3 microglia of 81, 38, and 21% of adult levels, respectively (Matcovitch-Natan et al., 2016).

Differential expression analysis (FDR < 0.05, absolute fold-change > 1.5) comparing *in vitro* microglia relative to adult microglia identified 4,213 DEGs (3,726 up- and 487 down-regulated), while comparing slice microglia at 3 weeks to adult microglia identified 2011 DEGs (1,670 up- and 341 down-regulated) (Figure 3E, Supplementary Figure 5). 

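edgeR called 2720 genes as up- and 3463 as down-regulated in *in vitro* against adult, and 2182 as up- and 2128 as down-regulated in slice 3 weeks against adult. Of the called genes, 44.0% and 50.6% were up-regulated. The counts moved the most with UMIs per cell not scaled for depth, to 9771 up and 570 down in *in vitro* and 6800 up and 336 down in slice 3 weeks, a setting chosen after the result was seen. With library size alone in place of TMM the median of all genes moved by log2 −0.42 and −0.24, and the down-regulated counts were 4724 and 3063. Leaving out *in vitro* replicate 2 gave 2215 down-regulated genes in *in vitro*, and leaving out adult replicate 1 gave 1370 in slice 3 weeks. Within 1 study label, 99.6% of the genes called in *in vitro* had the same direction, and in slice 3 weeks 99.9% and 100% within the 2 labels. By size of change among genes with an average log2 CPM of at least 5, the largest rises in *in vitro* were in *Gpnmb* (at least 3972-fold, with 0 counts in adult), *Clec4d* (at least 1016-fold) and *Clec4n* (log2 11.81). In slice 3 weeks they were in *Gpnmb* (at least 1074-fold), *Clec4d* (at least 52.2-fold) and *Slpi* (at least 76.8-fold), and the largest falls in *Upk1b* (log2 −8.23), *Lrba* (−5.09) and *Clec4a2* (−4.32). *Slpi* was at 2.20 and 16.1 CPM in the slice 3 weeks libraries, where 0.0867% and 0.615% of cells lay in a cluster led by neutrophil markers. The largest falls in *in vitro* were in *Hbb-bs*, *Hba-a1* and *Hba-a2*, which had 0 counts in *in vitro* and were not called with adult replicate 1 left out. *Slpi* was not called in slice 3 weeks with either adult library or slice 3 weeks replicate 2 left out.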

Among the total number of 4,043 up-regulated and 598 down-regulated genes pooled across both comparisons, 1,353 and 230 were shared DEGs, respectively (Figure 3E, Supplementary Figure 5). 

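Pooled over both comparisons, 3360 genes were up- and 3945 down-regulated, of which 1542 and 1646 were shared. The shared down-regulated count was 1049 with adult replicate 1 left out and 228 without scaling for depth, the latter chosen after the result was seen. Both comparisons used the same adult libraries, and their log2 fold changes correlated at r = 0.735 over 12155 genes, against a mean r of 0.544 in 20 simulations of unchanged groups. The simulations give no baseline for the shared counts, since at most 2 genes were called in each comparison.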

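Of 97 oxidative phosphorylation genes tested, 49 were among the 1542 genes up-regulated in both *in vitro* and slice 3 weeks, with 12.3 expected from the list sizes (Fisher exact adjusted p = 6.0e-18). Of 83 cytosolic ribosomal protein genes 77 were shared (10.5 expected, Fisher exact adjusted p = 2.3e-60). The oxidative phosphorylation genes had a median log2 fold change of 0.98 in *in vitro* and 0.60 in slice 3 weeks (limma camera adjusted p = 2.8e-10 and 1.1e-07). Of the 97, 66 were called as up- and 3 as down-regulated in *in vitro* and 51 and 1 in slice 3 weeks, with the same counts when adjusted over the list alone. Proliferation genes (22 of 25, Fisher exact adjusted p = 6.7e-16), disease-associated microglia genes (12 of 23, Fisher exact adjusted p = 7.6e-05) and heat shock genes (15 of 60, 7.61 expected, Fisher exact adjusted p = 0.0355) were also shared.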

Amongst the shared up-regulated DEGs, pathway analysis identified associations with “Mitochondrial Dysfunction” (*p* < 10^−44^), “Oxidative Phosphorylation” (*p* < 10^−41^), “EIF2 Signaling” (*p* < 10^−41^), “Sirtuin Signaling Pathway” (*p* < 10^−29^), “Regulation of eIF4 and p70S6K Signaling” (*p* < 10^−24^); identified based on enrichment of differentially expressed ATP synthase and electron transport chain complex genes within these pathways (Figure 3E). 

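Of the 83 cytosolic ribosomal protein genes, 3 were among the 640 genes up-regulated only in slice 3 weeks, with 4.37 expected (odds ratio 0.673, Fisher exact adjusted p = 0.922). Disease-associated microglia genes were the only list with an adjusted p below 0.05 there (8 of 23, 1.21 expected, Fisher exact adjusted p = 1.2e-04).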

For the DEGs uniquely up-regulated in the slice microglia there was relatively little enrichment in specific pathways with the exception of “EIF2 Signaling” (*p* < 10^−10^) based on higher expression of ribosomal protein genes. This observation was consistent with the PCA findings and the correlation of ribosomal protein genes with PC2 (Figure 3A). For the DEGs uniquely associated with *in vitro* microglia the top canonical pathway results were “Protein Ubiquitination Pathway” (*p* < 10^−21^), “Huntington's Disease Signaling” (*p* < 10^−10^), and “NRF2-mediated Oxidative Stress Response” (*p* < 10^−8^). These associations were due to gene families encoding heat shock proteins, proteasome/ubiquitin genes, MAPK genes, and RNA polymerase II components, which were collectively indicative of higher levels of protein stress in *in vitro* microglia relative to the slice and adult microglia. In contrast, the down-regulated genes showed limited enrichment of canonical pathways (*p* > 10^−6^; Supplementary Figure 5).

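Of 49 proteasome genes, 13 were among the 1178 genes up-regulated only in *in vitro*, with 4.75 expected (odds ratio 3.39, Fisher exact adjusted p = 0.0029). Oxidative phosphorylation genes (17 of 97, 9.40 expected, Fisher exact adjusted p = 0.0495) and interferon genes (7 of 17, odds ratio 6.55, Fisher exact adjusted p = 0.0029) were also over-represented. NRF2, Huntington's disease and ubiquitin ligase lists were not analysed here.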

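Of 60 heat shock genes, 4 were among the genes up-regulated only in *in vitro* (5.81 expected, odds ratio 0.664, Fisher exact adjusted p = 0.841), and of 33 MAP kinase genes 3 were (3.20 expected, odds ratio 0.932, Fisher exact adjusted p = 1). Of 13 RNA polymerase II genes 5 were (1.26 expected, odds ratio 5.84, Fisher exact adjusted p = 0.0220). Against adult, the median log2 fold change in *in vitro* was 0.34 for proteasome genes (limma camera adjusted p = 0.0049) and 0.45 for RNA polymerase II genes (limma camera adjusted p = 0.0839). The RNA polymerase II genes were called with study label as covariate, and with adult replicate 1 left out (median log2 0.57). Heat shock genes had a median of 0.07 and a mean of −0.11 (limma camera adjusted p = 0.695), with 19 up- and 12 down-regulated, or 20 and 12 when adjusted over the list alone. MAP kinase genes had a median of −0.05, with 4 up- and 7 down-regulated, or 3 and 5 over the list alone. Their median turned positive with *in vitro* replicate 1 left out (0.11). It also did without scaling for depth, where the median of all genes moved by log2 2.04. Of the proteasome genes 20 were up- and 1 down-regulated in *in vitro*, and of the RNA polymerase II genes 6 and 0, the same over the list alone. Against slice 3 weeks the medians were 0.36 for proteasome genes (limma camera adjusted p = 0.0011), 0.34 for RNA polymerase II genes (limma camera adjusted p = 0.0231) and −0.01 for heat shock genes (limma camera adjusted p = 0.938). The paper reads these gene families, taken together, as indicative of higher protein stress in *in vitro* microglia.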

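Of the 1646 genes down-regulated in both comparisons, 9 were among the 15 identity genes (2.03 expected, Fisher exact adjusted p = 2.2e-04). Of 22 MHC genes 7 were shared (2.98 expected, Fisher exact adjusted p = 0.0718). Ribosomal protein genes (0 of 83), oxidative phosphorylation genes (1 of 97) and proteasome genes (1 of 49) were under-represented, with Fisher exact adjusted p = 1.2e-04, 1.4e-04 and 0.0398.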

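Between *in vitro* and slice 3 weeks, 1616 genes were called as up- and 2435 as down-regulated (39.9% up). Within the 1 study label that held both groups, 99.98% had the same direction. The down-regulated count was 1391 and 1234 with *in vitro* replicates 1 and 2 left out. Without scaling for depth, a setting chosen after the result was seen, the counts were 6408 up and 674 down, and the median of all genes moved by log2 0.97. With library size alone they were 1306 and 2868, with the median at −0.20. By size of change, the largest rises were in *2010005H15Rik* (log2 8.70), *Anxa1* (6.70) and *F630028O10Rik* (5.89), and the largest falls in *Ttr* (−12.89), *Sparc* (−11.36) and *Lag3* (−9.63). *2010005H15Rik* had 2 counts in slice 3 weeks and *Ttr* 1 count in *in vitro*. In slice cells *Ttr* was at 29079 CPM in a neuron-marked cluster of 50 cells and at 12.3 to 146 CPM in the other clusters. With clusters of other cell types left out, 112 of 113 results of named genes kept direction and call. *Ttr* was not called with either *in vitro* library left out.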

Direct head-to-head comparison of gene expression between *in vitro* microglia and 3-week slice microglia identified 4,216 up-regulated and 1,404 down-regulated DEGs. 

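Of 97 oxidative phosphorylation genes, 17 were up- and 4 down-regulated in *in vitro* against slice 3 weeks, the same when adjusted over the list alone. The 17 compared with 12.9 expected (odds ratio 1.39, Fisher exact adjusted p = 0.418). Their median log2 fold change was 0.35 (limma camera adjusted p = 3.8e-04). Of 49 proteasome genes 8 were up- and 0 down-regulated (6.51 expected, odds ratio 1.27, Fisher exact adjusted p = 0.759). Interferon genes were over-represented (11 of 17, Fisher exact adjusted p = 2.0e-05), with a median log2 fold change of 1.58 (limma camera adjusted p = 1.2e-05).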

Pathway analysis of these genes identified up-regulation in *in vitro* microglia of genes associated with “Mitochondrial Dysfunction” (*p* < 10^−30^), “Oxidative Phosphorylation” (*p* < 10^−23^), “Sirtuin Signaling Pathway” (*p* < 10^−23^), “Protein Ubiquitination Pathway” (*p* < 10^−18^) (top four pathways by *p*-value; Figure 3F). Genes down-regulated in *in vitro* microglia were less significant and associated with pathways such as “EIF2 Signaling” (*p* < 10^−8^), “B Cell Development” (*p* < 10^−5^), “Altered T Cell and B Cell Signaling in Rheumatoid Arthritis” (*p* < 10^−5^), “Th1 Pathway” (*p* < 10^−5^) (top four pathways by *p*-value; Figure 3F). 

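Of 83 ribosomal protein genes, 7 were down-regulated in *in vitro* against slice 3 weeks, with 16.6 expected (odds ratio 0.366, Fisher exact adjusted p = 0.0220). When adjusted over the list alone 0 were down- and 1 up-regulated. Of the 83, 76 had a lower level in *in vitro*, with a median log2 fold change of −0.34 that camera did not call. Most were thus lower without passing the thresholds. Identity genes (14 of 15, Fisher exact adjusted p = 3.9e-08), inflammatory cytokine and NF-kB genes (13 of 21, Fisher exact adjusted p = 2.2e-04) and disease-associated microglia genes (12 of 23, Fisher exact adjusted p = 0.0029) were over-represented among the 2435 down-regulated genes.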

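Of 22 MHC genes, 8 were down- and 2 up-regulated in *in vitro* against slice 3 weeks, the same when adjusted over the list alone. The 8 compared with 4.41 expected (odds ratio 2.29, Fisher exact adjusted p = 0.171). Without scaling for depth the median of all genes moved by log2 0.97, which turned the median of the list to 0.47. With scaling the median log2 fold change of the list was −0.62 (limma camera adjusted p = 0.0189). The slice 3 weeks libraries carried different study labels, and with that label as covariate the median was −0.41 and the list was not called (limma camera adjusted p = 0.111). The paper states that lower MHC gene expression drove the immune-related pathways, while genes of immune signaling receptors were not analysed here as a list.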

The association with these immune-related pathways was driven by lower expression of MHC genes and immune signaling receptors.

To characterize phenotypic changes in slice microglia over time, we determined the change in expression of published microglia gene signatures (Matcovitch-Natan et al., 2016; Keren-Shaul et al., 2017; Krasemann et al., 2017; Friedman et al., 2018) (Figure 3G). Based on normalized expression changes within each geneset, the signatures clustered in three groups (Figure 3G). 

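Each gene was standardized over the 10 libraries, and the mean z of a gene list was taken per library. In adult the mean z was 1.26 ± 0.0387 for the 15 identity genes (n = 2 libraries). It was −1.46 ± 0.0859 for proliferation genes, −0.907 ± 0.0507 for disease-associated microglia genes, −0.440 ± 0.235 for inflammatory cytokine and NF-kB genes and −0.242 ± 0.688 for interferon genes. The interferon mean was 0.245 in adult replicate 1 and −0.728 in replicate 2.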

Adult microglia strongly expressed microglia identity signatures (Group 1) and no other signatures. 

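The mean z of the identity genes was −0.915 ± 0.129 in *in vitro* and −0.941 ± 0.204 at slice 1 day. For proliferation genes it was 0.372 ± 0.282 and 0.657 ± 0.327, and for disease-associated microglia genes −0.00401 ± 0.122 and −0.1002 ± 0.0426. For inflammatory cytokine and NF-kB genes it was −0.640 ± 0.227 in *in vitro* and 1.04 ± 0.0198 at 1 day, and for interferon genes 1.00 ± 0.0154 and 0.500 ± 0.0521. The median log2 fold change of inflammatory genes in *in vitro* against adult was 0.00, but 1.92 without scaling for depth (limma camera adjusted p = 0.718 in the former), with 6 genes up- and 7 down-regulated of 21. At 1 day it was 3.28 (limma camera adjusted p = 1.9e-04), with 15 up- and 3 down-regulated, and both pairs of counts were the same when adjusted over the list alone. Disease-associated microglia genes had medians of 1.04 in *in vitro* and 1.72 at 1 day (limma camera adjusted p = 2.6e-06 and 2.1e-08), with 12 up- and 5 down-regulated and 15 and 5 of 23. The median of all genes moved by log2 2.04 in *in vitro* and 1.49 at 1 day without scaling for depth. Neonatal signatures were not analysed here.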

*In vitro* microglia as well as slice microglia at 1 day exhibited the opposite pattern with no or low expression of microglia identity genes, but high expression of inflammatory, proliferative and neonatal signatures (Group 2), as well as, neurodegenerative signatures (Group 3) (Figure 3G). This observation was consistent with tissue transcriptomics and flow cytometry data (Figures 1, 2). Over time in culture inflammatory and neonatal gene expression signatures in Group 2 decreased with the levels seen at 1 and 3 weeks close to those observed in adult microglia. 

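Against adult the median log2 fold change of 21 inflammatory cytokine and NF-kB genes was 1.41 at 1 week and 1.38 at 3 weeks (limma camera adjusted p = 0.112 and 0.0124). Of the 21, 9 were up- and 3 down-regulated at 1 week, and 8 and 1 at 3 weeks, or 9 and 1 when adjusted over the list alone. The 1 week test was called with study label as covariate. It was also called with slice 1 week replicate 2 left out, and the 3 weeks test was not called with slice 3 weeks replicate 1 left out. Between 3 weeks and 1 day the median was −0.78 (limma camera adjusted p = 0.0013), with 1 up- and 8 down-regulated, or 1 and 10 over the list alone. The mean z was −0.196 ± 0.319 at 1 week and 0.237 ± 0.141 at 3 weeks. Proliferation genes had medians of 1.86 at 1 week and 3.37 at 3 weeks against adult (limma camera adjusted p = 2.5e-09 and 2.4e-16), with 11 and 24 of 25 up-regulated, or 12 and 24 over the list alone. Neither was called by camera with the correlation between genes estimated from the data. Interferon genes had medians of −1.08 at 1 week and −0.13 at 3 weeks, which turned to 0.05 and 0.91 without scaling for depth (limma camera adjusted p = 0.174 and 0.965 with scaling). With adult replicate 2 left out both were called (median log2 −1.80 and −0.54). Without scaling the median of all genes moved by log2 1.10 at 1 week and 1.05 at 3 weeks.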

At 3 weeks increased expression of microglia identity signatures (Group 1) was seen, relative to 1 day and 1 week, despite remaining low compared to adult levels. Also at 3 weeks, we observed increased expression of gene signatures from Group 3 associated with neurodegeneration, including the disease-associated microglia (DAM) phenotype.

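Between slice 3 weeks and 1 day the identity genes rose by a median log2 of 1.99 (limma camera adjusted p = 3.8e-18), with 15 of 15 up-regulated, also when adjusted over the list alone. With the correlation between genes estimated from the data, camera did not call this list in any comparison. The mean z was 0.0317 ± 0.0757 at 1 week and 0.564 ± 0.0552 at 3 weeks. Against adult the median was −2.61 at 1 day, −1.65 at 1 week and −0.84 at 3 weeks, the last 0.27 without scaling for depth (limma camera adjusted p = 6.4e-15, 1.6e-14 and 3.9e-04). Without scaling the median of all genes moved by log2 −0.41 between 3 weeks and 1 day and by 1.05 between 3 weeks and adult.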

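Of 23 disease-associated microglia genes, 20 were up- and 0 down-regulated in slice 3 weeks against adult, with a median log2 fold change of 2.33 (limma camera adjusted p = 1.1e-28). Camera did not call this list in any comparison with the correlation between genes estimated from the data. Between 3 weeks and 1 day the median was 1.10 (limma camera adjusted p = 5.5e-07), with 13 up- and 4 down-regulated. At 1 week the median against adult was 1.32 (limma camera adjusted p = 2.0e-20), with 14 up- and 2 down-regulated. All of these counts were the same when adjusted over the list alone. The mean z was 0.911 ± 0.0199 at 3 weeks and 0.1001 ± 0.0241 at 1 week.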

To examine potential cellular heterogeneity within the slice microglia across timepoints we performed Louvain clustering (Figure 4A). This approach identified six distinct clusters each including cells from multiple timepoints (Figure 4B). 

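Slice cells were clustered with the paper's settings (Harmony over libraries, 100 components, 20 neighbors, Louvain resolution 0.5). This gave 8 clusters over 6634 cells, none of which were merged at a correlation of 0.8 (highest 0.640). Clusters were named after the paper's classes when at least 3 of the first 10 genes of a class in Table S1 (for the homeostatic class, the 13 genes of the text) were in the top 50 by fold. The named clusters held 2033 (Reactive1), 1578 (Reactive2), 1477 (homeostatic), 482 (Inflammatory1), 479 (Proliferative) and 229 (Inflammatory2) cells, and 2 clusters of 306 and 50 cells were left unnamed. The 6 named clusters each held cells of all 6 slice libraries. The Reactive1 name was given in this run and under 1 of the 5 other random seeds, and otherwise that share of cells was left unnamed.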

To infer the differentiating properties of each cluster, genes that showed enriched expression in each cluster relative to the pooled cells from the other clusters were identified (Supplementary Table 1). This analysis revealed a “homeostatic” microglia cluster that showed enriched expression of canonical homeostatic microglia genes amongst the most significantly enriched genes, among which were in order of decreasing significance: *Selplg, P2ry12, Hexb, Sparc, Olfml3, Cst3, Cd81, C1qc, Cfh, Cx3cr1, Tmem119, C1qa, Gpr34*. 

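In a Wilcoxon ranking of all genes for the homeostatic cluster against the other slice cells, *P2ry12* ranked 1, *Olfml3* 3, *Tmem119* 4, *Sparc* 5, *C1qc* 7, *Cst3* 8 and *C1qa* 10. *Selplg* ranked 11, *Cx3cr1* 15, *Cd81* 19 and *Gpr34* 31. The ranks order genes over cells and carry no p, since the cells of a library are not replicates. By fold, *Slc2a5* (6.76-fold), *Slc1a3* (5.93-fold), *P2ry12* (5.54-fold) and *Tmem119* (5.42-fold) came first among genes found in at least 10% of the cluster's cells.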

To further determine the phenotype of the remaining clusters enriched genes for each were subjected to pathway analysis. This analysis identified cluster 3 as a proliferative cluster enriched in genes associated with cell cycle pathways. 

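The Proliferative cluster was led by *Hmmr* (57.1-fold over the other slice cells), *Cenpf* (51.7-fold), *Prc1* (43.7-fold), *Hist1h1b* (41.6-fold) and *Nusap1* (37.4-fold). The mean z of 25 proliferation genes was 1.96 in this cluster, and the next highest was 0.527 in Inflammatory2.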

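*Mki67* was at 271 CPM in the Proliferative cluster, with a UMI in 60.8% of its cells (median 7726 UMIs per cell). In the Reactive1 cluster, with a median of 7318 UMIs per cell, it was at 7.59 CPM and in 3.94% of cells. The next highest level was 34.3 CPM and 7.86% of cells, in the Inflammatory2 cluster (median 3432 UMIs). In the other 5 clusters 0.980% to 3.05% of cells had a UMI of *Mki67*. By library group, *Mki67* was at 1.83 ± 0.214 CPM in adult, 14.6 ± 7.32 at 1 day, 25.7 ± 7.04 at 1 week and 38.0 ± 3.09 at 3 weeks (n = 2).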

Expression of *Mki67* (encoding Ki67) was also uniquely enriched in this cluster, in agreement with flow cytometry data (Figure 2). The remaining clusters were associated with inflammatory genes and pathways, but were more challenging to characterize with confidence. 

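The mean z of 23 disease-associated microglia genes was 0.569 in the Reactive1 and 0.568 in the Reactive2 cluster, against 0.290 in Inflammatory1 and −0.809 in Inflammatory2. For 21 inflammatory cytokine and NF-kB genes it was 0.903 in Reactive1, 0.0881 in Reactive2, −0.0624 in Inflammatory1 and 0.372 in Inflammatory2. For 16 immediate early and dissociation stress genes it was 1.05 in Reactive1, the highest of the lists in that cluster. It was −0.809 in Reactive2, 0.393 in Inflammatory1 and 0.234 in Inflammatory2. The unnamed cluster of 306 cells had a disease-associated mean z of 0.680. The Reactive1 cluster was led by *Dusp1* (5.34-fold), *Plk2* (5.01-fold) and *Neat1* (3.75-fold), and Reactive2 by *Arg1* (4.65-fold), *Mt2* (4.40-fold) and *Mt1* (3.12-fold). Reactive2 cells held *Malat1* at 561 CPM, against 20288 CPM in the other slice clusters not led by other cell types. Inflammatory1 was led by *Ccr2* (36.6-fold) and *Ear2* (27.9-fold), with 4 of 9 monocyte markers among its top 50 genes. Inflammatory2 was led by *Stfa2l1* (332-fold), *Stfa2* (309-fold) and *Stfa1* (282-fold), with 12 of 14 neutrophil markers in its top 50. The paper states that the remaining clusters were more challenging to characterize and named them from immune pathways and signatures.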

Aided by expression analysis of microglia gene signatures (Keren-Shaul et al., 2017; Friedman et al., 2018), two of these clusters were annotated as “inflammatory” based on high expression of immune signaling pathways and LPS-related inflammatory pathways, while the other two clusters had higher levels of neurodegeneration associated gene expression and were termed “reactive” (Figure 4C).

**Figure 4:**
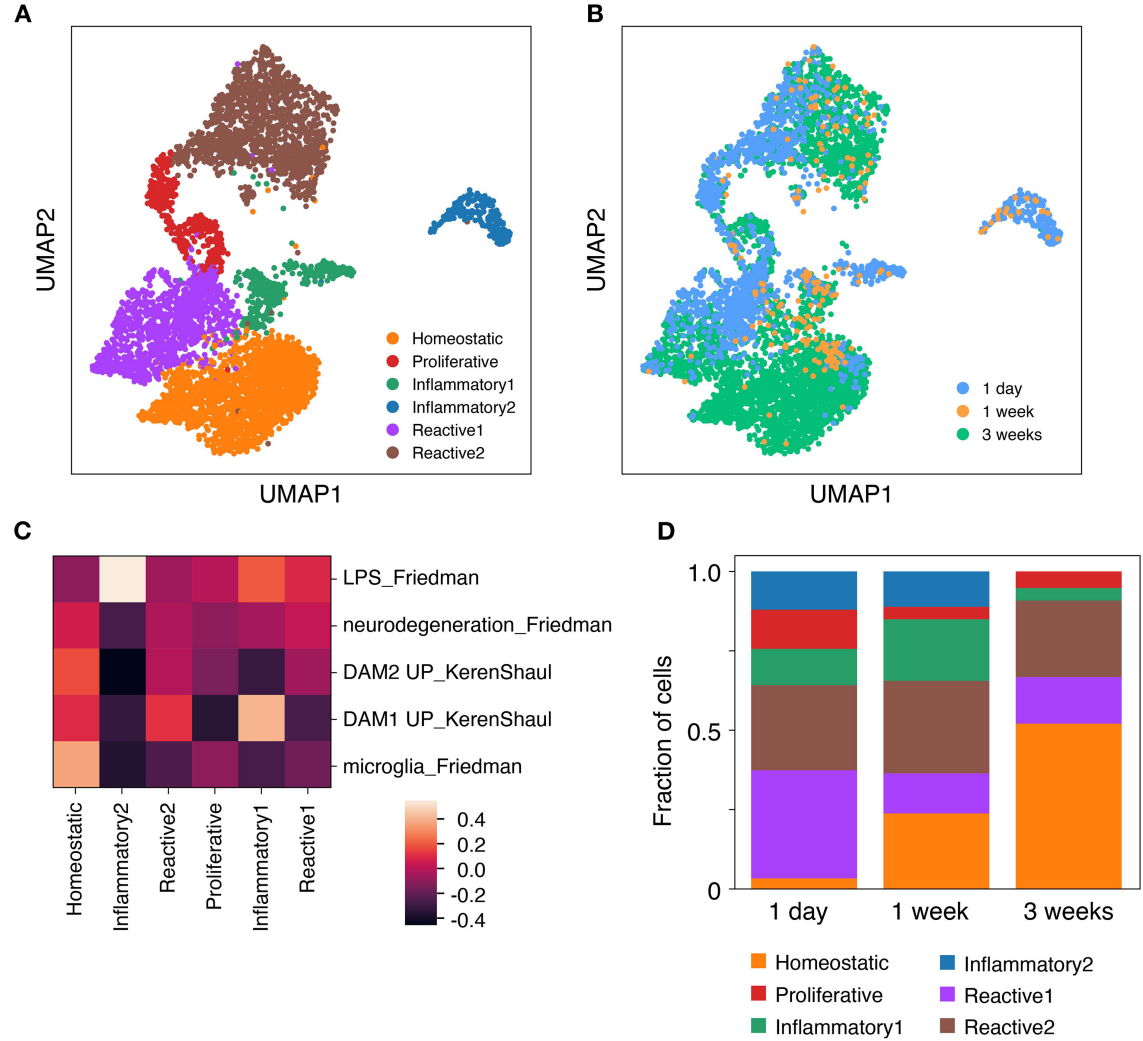
Microglia isolated from cultured brain slices consist of several distinct functional clusters. Brain slice culture, *in vitro* primary/mixed glial culture and freshly-isolated adult microglia were isolated by FACS and subjected to single cell RNA expression profiling. **(A)** UMAP plot of Louvain clusters. **(B)** UMAP plot annotated with microglia sample identity. **(C)** Expression profile for each cluster was compared to published genesets associated with specific microglia states and phenotypes (Keren-Shaul et al., 2017; Friedman et al., 2018). Geneset mean of *z*-score normalized gene expression. **(D)** Cluster composition of brain slice microglia by timepoint. Sample microglia counts for 1 week slice microglia samples were 33 and 60 cells, while for other samples cell counts were 331–3,517 cells. Further analysis details contained in methods. See also Supplementary Figure 6 and Supplementary Table 1.

The proportional representation of these clusters differed across brain slice culture timepoints. 

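Mean shares of cells per library (± SD, n = 2) in Reactive1 were 33.6 ± 4.65% at 1 day, 14.4 ± 6.42% at 1 week and 28.7 ± 3.60% at 3 weeks. In Reactive2 they were 26.8 ± 3.44%, 27.4 ± 5.30% and 22.5 ± 0.135%. In the Proliferative cluster they were 10.3 ± 1.19%, 7.62 ± 3.13% and 7.62 ± 3.82%. Without Harmony 87.3% of the 1 day cells and 71.8% of the 3 weeks cells were left in unnamed clusters, the largest move of these shares.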

While a higher proportion of the homeostatic microglia cluster were observed at 1 week and 3 week timepoints, the reactive and inflammatory clusters reached their peak at 1 day and 1 week timepoints, respectively (Figure 4D).

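The homeostatic cluster held 4.40 ± 5.80% of cells at 1 day, 15.6 ± 5.79% at 1 week and 28.9 ± 0.711% at 3 weeks (mean ± SD, n = 2 libraries). With 95% exact binomial intervals the libraries held 8.49% (6.24% to 11.2%) and 0.296% (0.0611% to 0.862%) at 1 day, 11.5% (6.84% to 17.8%) and 19.7% (10.6% to 31.8%) at 1 week, and 29.4% (26.8% to 32.1%) and 28.4% (27.0% to 29.9%) at 3 weeks. Inflammatory1 held 11.7 ± 1.75% at 1 day, 20.6 ± 1.38% at 1 week and 5.52 ± 0.285% at 3 weeks. Inflammatory2 held 12.3 ± 1.75%, 8.73 ± 7.71% and 0.351 ± 0.374%. The 2 slice 3 weeks libraries had different study labels, and all 4 earlier slice libraries had the same one.

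**Figure D2:**
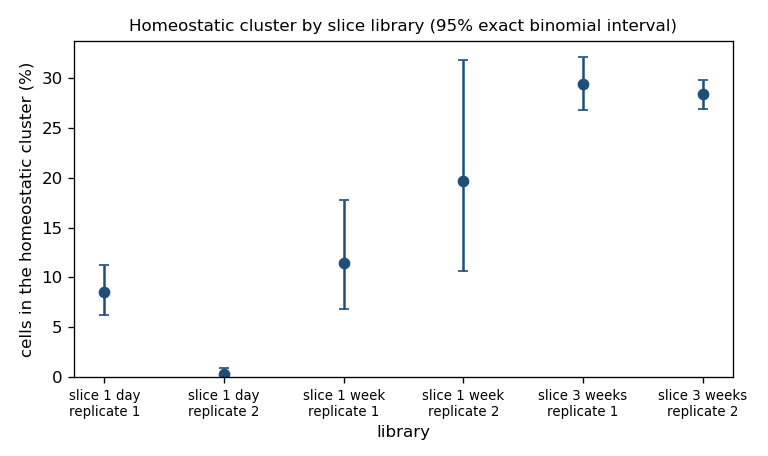
Share of the cells of each slice library in the homeostatic cluster, with 95% exact binomial intervals over cells.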

A similar Louvain clustering-based analysis including also *in vitro* microglia facilitated a more nuanced understanding of the slice microglia phenotype relative to the *in vitro* microglia cells (Supplementary Figure 6). This analysis indeed confirmed very limited cluster overlap between *in vitro* and slice microglia and that the limited number of slice microglia which overlapped with the *in vitro* microglia belonged to either inflammatory, reactive or proliferative clusters (Supplementary Figure 6).

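All 10 libraries were clustered with the paper's settings (50 components, resolution 0.8), and 1 of 8 clusters was mostly of *in vitro* cells, with libraries weighted equally. It held 58.0% and 54.4% of the *in vitro* cells and 0.0790% and 0.0851% of the adult cells. Of slice cells it held 12.7% and 22.8% at 1 day, 8.78% and 6.56% at 1 week, and 14.3% and 10.0% at 3 weeks. Without Harmony the mean shares were 0.193%, 4.92% and 1.55%, and at resolution 0.5 they were 19.6%, 19.1% and 16.6%. Of the 854 overlapping slice cells (12.9% of 6634), 527 (61.7%) were Reactive2, 218 (25.5%) Reactive1, 51 (5.97%) Inflammatory1 and 13 (1.52%) Inflammatory2. Within that cluster the Proliferative and homeostatic slice clusters gave 6 cells each (0.703%), and the unnamed ones gave 24 and 9. These counts leave out *in vitro* cells in clusters shared with slice cells: cluster 3 held 11.8% and 15.5% of them, cluster 5 held 18.0% and 15.5%, and the Proliferative cluster, 29.9% *in vitro*, held 9.23% and 13.0% of them and 4.81% to 11.0% of each slice library. Reactive2 cells, most of the overlapping ones, held little *Malat1*, an RNA kept in the nucleus. A loss of nuclear RNA before capture stays open for them, so their overlap need not be a shared state. The paper states that the overlap was very limited, with the overlapping slice cells in inflammatory, reactive or proliferative clusters.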

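Between *in vitro* and slice 3 weeks, the 15 identity genes had a median log2 fold change of −2.34 (limma camera adjusted p = 5.2e-12). Camera did not call them with the correlation between genes estimated from the data. Of the 15, 14 were called as lower in *in vitro*, also when adjusted over the list alone, and *Csf1r* was not (log2 −0.51, edgeR adjusted p = 0.0818). Without scaling for depth *Csf1r*, *Ctss*, *C1qa* and *C1qc* were higher in *in vitro* than in slice 3 weeks (log2 0.54, 0.00, 0.45 and 0.43). That setting moved the median of all genes by log2 0.97, so a small fall turns into a rise and the direction is not tested. Spearman correlations with adult averaged 0.932 for slice 3 weeks and 0.897 for *in vitro*. The paper concludes from the transcriptome, the identity genes and the signatures together that slice microglia at 3 weeks were closer to adult.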

Altogether, analysis of transcriptome-wide expression and of select microglia identity genes and signatures revealed a higher degree of concordance of gene expression between adult microglia and slice microglia at 3 weeks relative to the more limited concordance observed between adult and *in vitro* microglia. Furthermore, in slice microglia at early timepoints we observed high expression of neonatal and inflammatory gene signatures that subsided after 1 week while neurodegeneration-associated genes increased late in the culture period at 3 weeks. 

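Between slice 3 weeks and 1 day, interferon genes fell by a median log2 of 1.12 (limma camera adjusted p = 0.0048) and immediate early and dissociation stress genes fell by 0.73 (limma camera adjusted p = 0.0035). Of 17 interferon genes 0 were up- and 7 down-regulated, or 1 and 9 when adjusted over the list alone. Proliferation genes had a median of −0.15 (limma camera adjusted p = 0.921), called at −0.80 with slice 3 weeks replicate 1 left out and at 0.26 and not called with replicate 2 left out. Proteasome genes fell by a median log2 of 0.67 (limma camera adjusted p = 2.0e-10), with 0 up- and 29 down-regulated of 49, or 0 and 30 over the list alone. With slice 1 day replicate 2 left out, 657 genes were called as up- and 785 as down-regulated between 3 weeks and 1 day, against 1694 and 1560 with all libraries.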

Based on these findings and the changes in microglia markers over time (Figures 1, 2) we propose that the 2 week culture timepoint represents the optimal treatment timepoint to explore microglia responses and functions.

### The *in vivo* Microglia LPS Response Is Largely Preserved in Slice Cultures

We next examined whether the ability of microglia to mount an inflammatory response was also preserved in the slice culture environment. After 2 weeks in culture brain slices were treated with the pro-inflammatory agent, lipopolysaccharide (LPS).

Robust gene expression changes were observed in brain slices following treatment of cultures for 24 h with LPS both at slice tissue level and microglia cellular level (Figure 5A). These changes were largely consistent with whole brain tissue and cellular microglia gene expression changes induced *in vivo* following intraperitoneal LPS treatment. Sixty-nine and forty-nine percent of the *in vivo* LPS-induced DEGs were conserved in LPS response in whole brain slice tissue and microglia isolated from brain slices, respectively (Figures 5A,B). It is noteworthy that this similarity in response was observed despite different stimulation paradigms in the two contexts: peripheral injection of LPS for the *in vivo* dataset associated with both CNS vs. peripheral responses inducing direct vs. indirect effects, in contrast to direct application of LPS to the brain slice.

**Figure 5:**
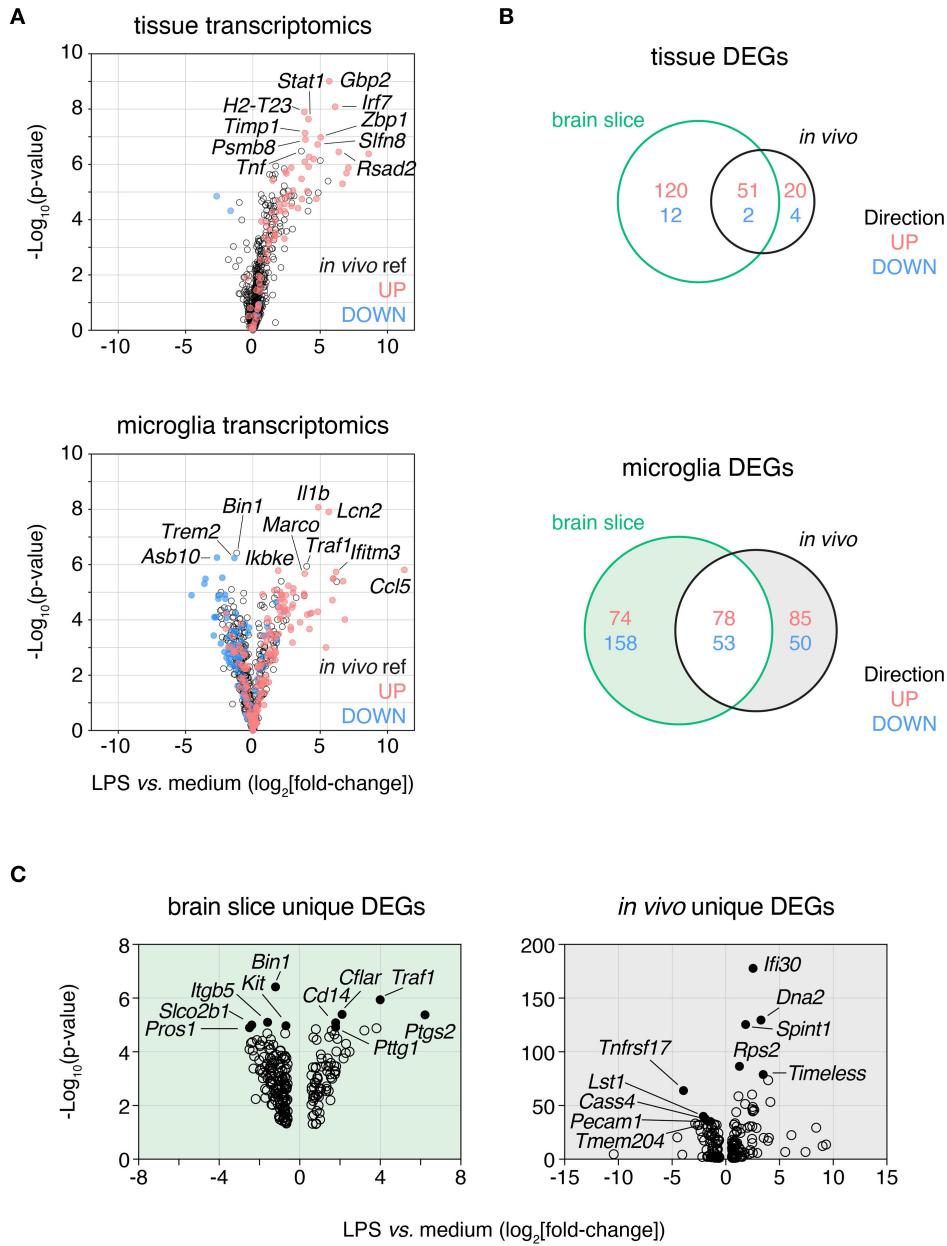
LPS response in brain slices is consistent with *in vivo* response both at a tissue level and in isolated microglia. Slices were treated with lipopolysaccharide (LPS, 100 ng/mL) for 24 h and either whole tissue or FACS-isolated microglia were harvested and subjected to expression profiling across a panel of neuroinflammatory genes (NanoString nCounter Neuroinflammation panel). These data were compared to analogous *in vivo* LPS response RNAseq data derived from either brain tissue or isolated microglia. **(A)** Whole slice (top) and FACS-isolated slice microglia (bottom) LPS response represented as volcano plots (all genes) with up- and down-regulated genes in *in vivo* LPS reference datasets displayed in red and blue, respectively. Top 10 DEGs ranked by *p*-value labeled. **(B)** Venn diagram of LPS-induced DEGs identified at the tissue-level (top) or microglia-level (bottom) after LPS treatment in brain slices or *in vivo*. **(C)** Volcano plots of DEGs unique to either brain slice microglia or *in vivo* microglia (as indicated by shading in **B**). Top five most significantly DE up- and down-regulated genes for each are labeled and indicated in closed circles. *n* = 4 whole slice samples per group; *n* = 3 samples per group for isolated slice microglia (three slices were pooled prior to sorting for each sample). *n* = 4 samples/group from independent mice for LPS *in vivo* reference data. LPS DEGs identified based on absolute fold-change > 1.5 and adj. *p*-value < 0.05. Reference *in vivo* DEGs not included in the NanoString nCounter Neuroinflammation panel are not shown. See also Supplementary Table 2.

We next examined the DEGs uniquely induced by LPS in slice microglia (232 genes) or in the *in vivo* context (135 genes) to understand the differences in response between the two experimental settings (Supplementary Table 2). By *p*-value the top 10 up-regulated DEGs that changed only in the slice (but not *in vivo*) included genes associated with cell death and inflammatory receptor signaling (*Traf1, Cflar, Bnip3, Tnfrsf1b, Cd14*) and immune cell recruitment (*Ptgs2, Cxcl9, Hdc*). The top 10 up-regulated DEGs (by adj. *p*-val) that changed only *in vivo* (but not in brain slice) included genes associated with cell division (*Dna2, Timeless, Kif2c*), protein production (*Rps2, Calr*) and inflammatory processes (*Ifi30, Spint1, Cst7, Ifitm2, Arhgap24*) (Figure 5C). The top down-regulated genes were less thematically consistent. Due to the small number of DEGs and limitations of the curated geneset in the NanoString panel we were unable to perform robust pathway analysis. With this caveat in mind based on GO term enrichment analysis we observed enrichment within the up-regulated DEGs of the slice microglia suggestive of increased inflammatory activity (top GO term included response to bacterium) and reduced activity of cell cycle pathways for down-regulated DEGs (top GO term included spindle organization). As for the *in vivo* microglia unique up-regulated DEGs, we observed enrichment suggestive of increased cell cycle pathway activity (top 5 processes associated with DNA replication and macromolecule biosynthesis) while unique down-regulated DEGs showed limited enrichment (two GO terms associated with glycosylation).

Altogether, these results indicated that while most of the *in vivo* microglia transcriptional response to LPS was conserved in slice microglia, there were also differences suggesting that LPS was potentially more pro-inflammatory and less pro-mitotic in the brain slice culture system than in the *in vivo* context. More broadly we concluded that the slice culture platform represented a promising means for investigating microglia responses to stimuli associated with neuroinflammatory disease conditions and thereby could facilitate better understanding of microglia biology not easily interrogated *in vivo*.

### TNF and, to a Limited Extent, GM-CSF Induce Expression of Migration/Chemotaxis and Immune Activation Genes While Suppressing Proliferation-Associated Genes

To leverage this experimental system to enhance our understanding of microglia biology under neuroinflammatory conditions we assessed the effect of neuroinflammation-relevant cytokines on microglia phenotype. TNF and GM-CSF were chosen for this proof-of-concept experiment. GM-CSF/CSF2 is only expressed under pathological conditions while TNF is transcribed constitutively in microglia in human brain with the potential for further up-regulation under pathological circumstances (Olmos and Lladó, 2014; Olah et al., 2018). Different from GM-CSF, microglial-derived TNF exhibits neuroprotective properties in organotypic brain slice culture (Masuch et al., 2016a). After 2 weeks in culture brain slices were treated for 24 h with TNF or GM-CSF and microglia were isolated from cytokine-treated brain slices by FACS-sorting and gene expression profiling was performed at the population level to obtain deep coverage of gene expression changes induced by these stimuli (Figure 6).

**Figure 6:**
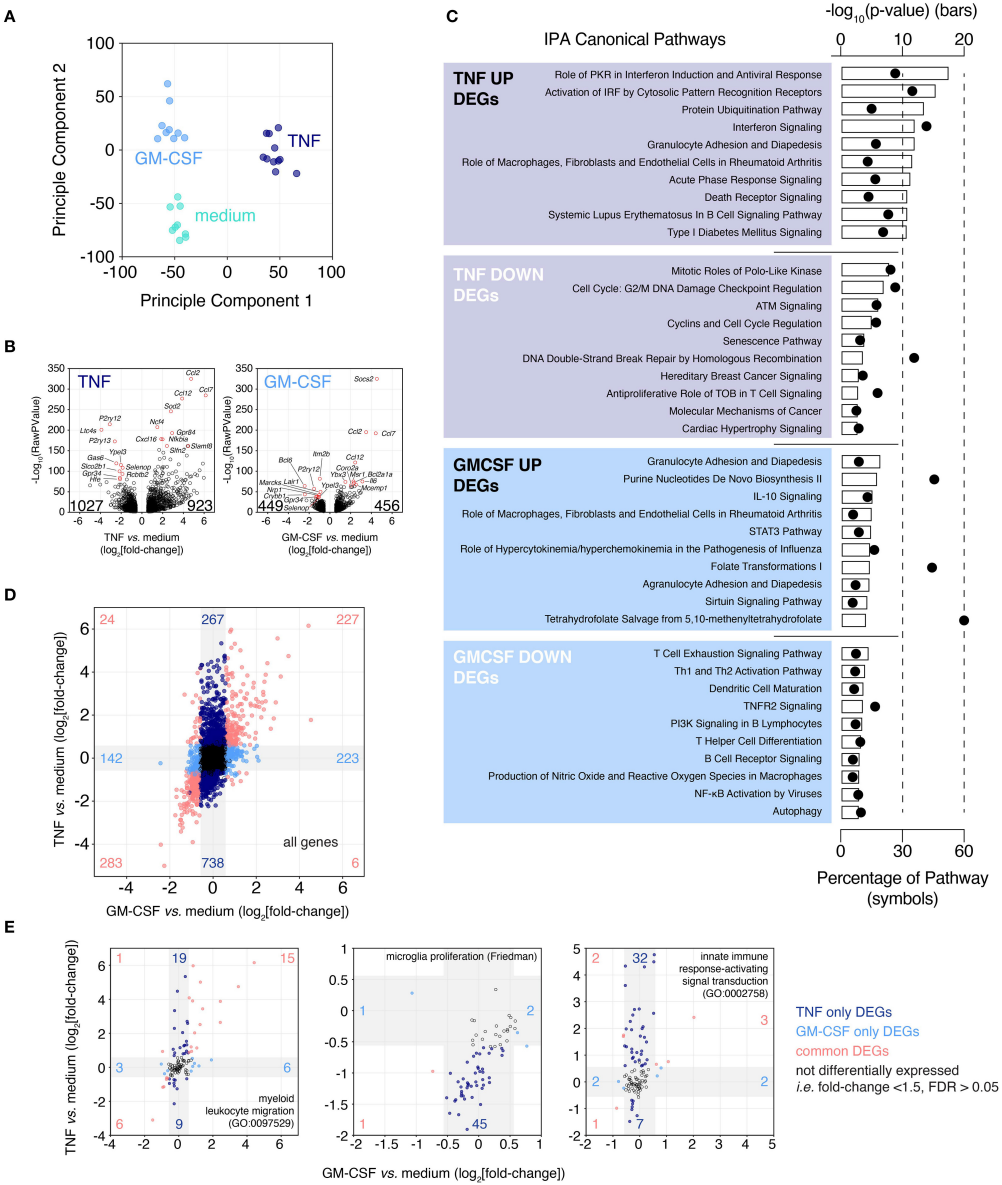
Microglia up-regulate chemotaxis/migration gene expression following exposure to cytokines associated with multiple sclerosis. Brain slices were cultured for 2 weeks then treated for 24 h with either TNF or GM-CSF. Following treatment slice microglia were isolated by FACS and expression profiling was performed by RNAseq. **(A)** Principle Component Analysis. **(B)** Volcano plots depicting TNF- or GM-CSF-induced gene expression changes. Top 10 up- and down-regulated genes ranked by FDR labeled. Total number of up- and down-regulated genes are indicated on each plot. **(C)** Ingenuity Pathway Analysis for TNF and GM-CSF treatment-induced DEGs (FDR < 0.05, absolute fold-change > 1.5). Top 10 predicted “Canonical Pathways” ranked by *p*-value shown. **(D)** Fold-change by fold-change plot comparing TNF vs. GM-CSF responses. Labeling denotes number of unique and shared, up- and down-regulated DEGs. Gray shading indicates regions of absolute fold-change < 1.5. **(E)** Fold-change by fold-change plots of TNF- vs. GM-CSF-induced changes for the indicated genesets. Gray shading indicates regions of absolute fold-change < 1.5. Labeling denotes numbers of differentially expressed genes within each region. Each microglia sample consists of two to three independently treated slices that were pooled for FACS-isolation of microglia and subsequent expression analysis by RNAseq, *n* = 9–11 samples. Pooled data from four independent experiments. See also Supplementary Figure 7 and Supplementary Tables 3, 7, 8.

Based on PCA and differential gene expression analysis (FDR < 0.05, absolute fold-change > 1.5), TNF was found to be the biggest driver of microglia transcriptional changes (1,950 DEGs vs. medium), compared to GM-CSF (905 DEGs vs. medium) (Figures 6A,B). Of the 923 genes up-regulated by TNF the top three most statistically significant genes were the chemokine genes *Ccl2* (up 26.8-fold), *Ccl12* (up 14.7-fold), and *Ccl7* (up 71.1-fold) (Figure 6B). One thousand twenty-seven genes were significantly down-regulated, the most significant of these were *P2ry12* (down 8.6-fold), *Ltc4s* (down 15.0-fold) and *P2ry13* (down 6.1-fold). GM-CSF-induced up-regulation of 456 genes of which the most statistically significant were *Socs3* (up 23.1-fold), *Ccl2* (up 11.3-fold), and *Ccl7* (up 21.4-fold) (Figure 6B). The GM-CSF down-regulated genes numbered 449 with the most significantly changed genes: *Itm2b* (down 2.0-fold), *Bcl6* (down 5.4-fold), and *P2ry12* (down 2.8-fold).

Due to the strong down-regulation of the microglia homeostatic gene *P2ry12* with either TNF or GM-CSF treatment we looked across a panel of consensus microglia homeostatic genes (Friedman et al., 2018) to see if these genes were similarly repressed. Across these genes we observed widespread reduction in expression especially following TNF treatment but also to a lesser extent with GM-CSF, suggesting a loss of homeostatic phenotype (Supplementary Figure 7).

To understand the likely functional consequences of these phenotypic changes induced by treatment with TNF and GM-CSF, DEGs were subjected to Ingenuity Pathway Analysis (IPA) (Figure 6C). The most highly scoring pathways for TNF up-regulated DEGs were almost all associated with inflammation (-log10 *p*-value > 10) and especially enriched for interferon signaling (#1, #2, #4 ranked hits by *p*-value). The TNF down-regulated genes were associated with proliferation or DNA damage response pathways (six of top 10), however this was less statistically significant relative to the signatures associated with the up-regulated genes (–log10 *p*-value: 8–3). Up-regulated GM-CSF responsive genes were members of pathways associated with the recruitment of blood cells to sites of inflammation (3 of top 10); other enriched pathways included IL-10 and STAT3 signaling and metabolic pathways (–log10 *p*-value: 7–4). GM-CSF down-regulated genes associated with T cell, B cell and dendritic cell activation (6 of top 10) (–log10 *p*-value: 5–3).

The relative magnitude and overlap of the TNF and GM-CSF induced gene expression changes were then considered. TNF treatment induced changes in gene expression across a large magnitude range (log_2_fold-change: −5 to +6), while the effects of GM-CSF were lesser in magnitude (log_2_fold-change: −3 to +5) (Figure 6D). The number of genes up-regulated by both TNF and GM-CSF (227 genes) or by TNF alone (267 genes) or GM-CSF alone (223 genes) were similar (Figure 6D). In contrast the number of genes uniquely down-regulated by TNF (738 genes) were far more numerous that those uniquely down-regulated by GM-CSF (142 genes). To build on our pathway analysis we compared the changes induced by TNF and GM-CSF across a curated panel of GO genesets (Supplementary Table 3). Based on the percentage of genes within each geneset that were modulated by treatment we identified “chemotaxis/migration” GO genesets as modulated by both TNF and GM-CSF (shared DEGs 10–12% vs. TNF unique DEGs 11–13%) (Figure 6E, Supplementary Table 3). In contrast the “immune activation” genesets were preferentially modulated by TNF (TNF unique 15–29% vs. shared 4–13%) as were “proliferation” genesets (TNF unique 13–17% vs. shared 1–6%) (Figure 6E, Supplementary Table 3). Neither TNF nor GM-CSF had a large effect on phagocytosis-related genes (TNF unique 9%, GM-CSF unique <1%, shared 4%).

In summary TNF provoked large changes in the microglia transcriptome that were associated with loss of homeostatic gene expression, immune activation and promotion of migration/chemotaxis as well as repression of cellular proliferation. GM-CSF promoted a loss of microglia homeostatic gene expression and also promoted migration/chemotaxis-associated gene signatures, however the changes on a per gene basis were smaller in magnitude and the smaller number of genes involved overall were almost entirely represented within the TNF response.

## Discussion

*In vitro* systems that offer *bone fide* biological insights into mechanisms associated with complex disease can inform the design and interpretation of *in vivo* studies. Here we demonstrate organotypic brain slice cultures provide a means of studying microglia in a tissue environment closely mimicking the *in vivo* brain by preserving tissue architecture and cellular composition. While the data we present are confirmatory in nature and support the use of slice cultures to allow for the maintenance of a microglia signature and function more akin to what is seen *in vivo*, we hope that these results will also serve as foundation for future studies focused on microglia biology as a valid experimental system and alternative to *in vivo* studies to generate novel biological insights. This development complements the increasing adoption of multi-cell type *in vitro* platforms such as organoids, “organ on a chip” technologies and other 3D culture techniques (Langhans, 2018; Pacitti et al., 2019; Yu et al., 2019).

In the present study, we investigated the similarity of microglia from cultured neonatal brain slices and commonly utilized *in vitro* derived microglia from dissociated and cultured neonatal brain tissue to freshly isolated adult *ex vivo* microglia. With gene expression analysis, we found distinctions between the transcriptional signatures of *in vitro*-derived microglia and *in vivo* microglia. *In vitro* microglia exhibited elevated expression of many genes that are rarely or not expressed in adult microglia, as exemplified by *Flt1* which is typically expressed in monocytes and some macrophage subsets, but not in microglia (Heng et al., 2008). In contrast when evaluating microglia identity genes, we observed low expression of these genes in the *in vitro* microglia and high expression in adult microglia. In a PCA representation these differences were most apparent in the separation between *in vitro* microglia and adult microglia along the PC1 axis. Tellingly, the most correlated genes with PC1 included well-known microglia genes such as *Hexb, Selplg, P2ry12, Cst3*, and *Tmem119*; these were highly expressed in *in vivo* microglia and rarely expressed in *in vitro* microglia. Furthermore, the *in vitro* cells exhibited high expression of gene signatures associated with macrophages, LPS and IFN-associated inflammation, as well as, neonatal microglia gene expression. Gosselin and colleagues reported the rapid loss of microglia specific gene expression of human microglia when isolated and transferred to an *in vitro* setting (Gosselin et al., 2017). Thus, the phenotype of *in vitro* cultured mouse microglia may reflect a phenomenon whereby microglia-specific gene expression is lost and replaced by undifferentiated macrophage cell gene expression. In contrast across all the data in the study, we found slice microglia consistently shared greater similarity to adult microglia (relative to *in vitro* microglia). They had higher correlated gene expression, both across the whole transcriptome and specifically for microglia identity genes, and based on pathway analysis they were less inflammatory by the 3-week timepoint, relative to 1-day. Neonatal microglia gene expression was down-regulated over time in cultured slice microglia contrasting to ongoing expression of these genes by *in vitro* microglia cells. It is established that during embryogenesis, yolk sac-derived microglia progenitors migrate early in the developing brain and colonize this tissue while neurons and astrocytes develop in their midst (Ginhoux et al., 2010). Thus, the phenotype of microglia is considered to be linked to their environment. Our data lends further support to the emerging consensus in the field that the brain slice environment conserves direct and indirect microglia interactions with other CNS cell types thereby preserving signals that maintain microglia identity and more closely modeling the *in vivo* state.

Given the organotypic brain slice culture system involves physical damage to brain tissue, we sought to determine the impact of the initial slicing event on microglia over time. This analysis allowed us to identify an optimal timepoint beyond which initial inflammatory reaction was largely resolved to mitigate any confounding influence on interpretation of interventional/treatment studies. Our results suggest release of inflammatory cytokines and loss of neurons at early timepoints post-slicing (1–3 days). Also at 1 day we observed expression of MGnD signature genes, a phenotype first characterized as the transcriptional response to apoptotic neurons (Krasemann et al., 2017). These changes were followed during the first week of culture by the up-regulation of cellular markers of inflammation on microglia such as CD68 and CD44 and an increase in the proportion of auto-fluorescent microglia likely reflective of increased clearance activities taking place in the culture system during that period of time (Burns et al., 2020). After 2 weeks of culture these markers stabilized, inflammatory soluble factors returned to baseline and the phenotype of the slice microglia most closely resembled the *in vivo* counterparts. Likewise, our Louvain clustering of the pooled slice microglia samples identified increasing numbers of microglia with a homeostatic transcriptional signature over time in culture and a relative decrease in the number of cells associated with proliferative, inflammatory and reactive clusters. We thus propose that microglia are likely activated by the apoptotic cells and cellular debris that result from slice preparation. Accordingly, this first week in culture coincides with up-regulation of the lysosomal marker CD68. These findings concur with published data reporting elevated microglia phagocytic and inflammatory activity at 4 days in culture relative to 10 days in culture (Czapiga and Colton, 1999). After 2 to 3 weeks in culture, both CD68 levels and the MGnD transcriptional signature largely subsided likely indicative of diminished microglia clearance activities in the slice and return to steady-state, which is further corroborated by the increased expression of microglia homeostatic genes observed at 3 weeks as opposed to 1 week and 1 day post-slicing timepoints. Starting at 3 weeks post-slicing however, we saw evidence of increased expression of markers associated with neurodegeneration. To avoid both the early inflammatory period and the later neurodegenerative phenotype we therefore hypothesized that 2 weeks post-slicing might correspond to the most suitable timepoint for treatment and other interventional studies aimed at understanding microglia function. Supporting this prediction, treatment of brain slices with LPS at this timepoint showed prominent similarities with the analogous *in vivo* response, establishing the brain slice culture system as a reasonable experimental approach to model complex *in vivo* microglia responses.

Similarities in cellular composition and architecture between the *in vitro* organotypic brain slice cultures and the *in vivo* setting offer advantages to model complex brain physiology and pathophysiology even though a detailed characterization of the cellular and molecular features of the brain slice culture system was lacking as it pertains to microglia properties in this experimental system. These presumed similarities prompted many studies using variants of the brain slice culture platform to study pathogenic mechanisms involved in stroke, epilepsy, neurodegenerative proteinopathies, and responses to specific neuroinflammatory stimuli (Bernardino, 2005; Vinet et al., 2012; Ziemka-Nałecz et al., 2013; Olajide et al., 2014; Hellwig et al., 2015; Gerlach et al., 2016; Masuch et al., 2016a,b; Bhatia et al., 2017; Saliba et al., 2017; Yousif et al., 2018; Araki et al., 2019; Croft et al., 2019a; Grabiec et al., 2019; Richter et al., 2019; Sheppard et al., 2019). Revisiting these studies in light of our results may reveal new insights into the role of microglia in these settings. Croft and colleagues employed AAV-mediated gene transduction approach to reproduce *bone fide* Tau neurofibrillary tangles in the slice context and then assess the impact of extended inhibition of GSK-3β on this pathology (Croft et al., 2019a). As this was observed at timepoints of 2 weeks and beyond, this would coincide with our observed expression of neurodegeneration-associated genes and provide an opportunity to study the role of microglia in this process. Kainic acid, AMPA and NMDA agonist induced excitotoxicity in brain slices have been used to model epilepsy with some studies using timepoints at 7–9 days in culture (Vinet et al., 2012; Masuch et al., 2016a,b; Araki et al., 2019; Grabiec et al., 2019) while others used later timepoints at 2–3 weeks (Bernardino, 2005; Grabiec et al., 2019). As neonatal microglia have been shown to mediated synaptic pruning with relevance to epilepsy (Andoh et al., 2019), we would wonder whether the neonatal/inflammatory phenotype of microglia observed prior to 2 weeks would alter their contribution to excitotoxicity and differ from the contribution of microglia at later timepoints where they exhibit more mature, and eventually neurodegenerative, features. These examples serve to illustrate how the data presented here provides an opportunity for a more nuanced consideration of the contribution of microglia phenotype—be it inflammatory, neonatal or neurodegenerative—on tissue pathology in slice culture models of disease.

To further our understanding of microglia phenotypic changes under inflammatory conditions, we present here preliminary data describing the microglia transcriptome after exposure to either TNF or GM-CSF, cytokines found in the multiple sclerosis demyelinating milieu (Hofman, 1989; Selmaj et al., 1991; Cannella and Raine, 1995; Vogel et al., 2015; Imitola et al., 2018). Our data at the 24 h timepoint suggested transcriptional changes that would promote immune activation, cell movement/chemotaxis and suppress proliferation. Loss of microglia homeostatic gene expression was also observed. Taken together this suggests that following exposure to TNF microglia cease homeostatic activities (including basal homeostatic proliferation), activate inflammatory signaling and contribute to the recruitment of other inflammatory cells to the site of TNF release. Although these data require substantiation and elaboration, the slice culture platform clearly shows promise as a means to study how microglia could contribute to the recruitment of CNS-resident and infiltrating cells to a developing demyelinating lesion. For example our report of TNF-induced production of CCR2 ligands *Ccl2, Ccl7* and *Ccl12* could inform follow-up studies building on reports of peripheral immune cell infiltration into the CNS during neuroinflammation (Yamasaki et al., 2014; Lagumersindez-Denis et al., 2017).

Despite progress in the characterization and uptake of the slice culture platform, limitations remain to be overcome. One such notable concern are the levels of glutamate in the culture media with potentially deleterious effects on neuronal viability. In light of this concern the current standard culture media contains horse serum, known to be lower in glutamate than serum from other species. Based on the reported levels of glutamate in horse serum (Ye and Sontheimer, 1998) we estimate the final levels of glutamate in the brain slice culture media to be ~50 μM, elevated relative to the levels observed *in vivo* (0.2–2 μM) (Hawkins, 2009). Despite this we observed viable neurons throughout the culture period, and hence speculate that astrocytes may remove glutamate from the surrounding environment consistent with published data (Ye and Sontheimer, 1998). Moreover, additional studies using medium formulations tailored to neuronal culture (BrainPhys Neuronal Medium, StemCell Technologies) did not result in any improvement in neuronal survival relative to the standard medium (data not shown). However, further study is warranted to optimize the media composition for the long-term culture of both neurons and glia.

We hope our study will provide confidence to others that this approach will provide a biologically meaningful means to further study microglia function within the native CNS microenvironment, along with methods to enable the study of large numbers of microglia at single cell resolution (e.g., flow cytometry, scRNAseq). We anticipate further improvements in the system in the future and hope that our data will provide a useful reference against which future developments can be measured. In particular additional optimization of the platform is required to maintain the “near *in vivo*” microglia phenotype beyond the 2-week culture timepoint. As this current study has focused on tissue-level and microglia changes, additional contributions of experts in neuronal, astroglial, oligodendroglial and endothelial cell biology will be required to further characterize the phenotype of these cells within the organotypic slice culture system. These contributions will be essential for this technology to reach its full potential as a means to uncover novel insights into steady state and disease-associated CNS biology.

## Data Availability Statement

The datasets presented in this study can be found at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154855.

## Ethics Statement

The animal study was reviewed and approved by Biogen Institutional Animal Care and Use Committee (IACUC).

## Author Contributions

AD, CB, and MM: conceptualization. AD, MB, JB, CB, and MM: methodology. AD and MF: software. AD, RC, NR, PC, TC, ML, and KE: investigation. CR, CS, and NA: project administration. AD, CB, MM, DH, NF, RR, and H-HT: supervision. AD, CB, and MM: writing – original draft. AD, CB, MM, RR, JB, DH, and NF: writing – review & editing. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

AD is employed by Putnam Associates; MB, DH, JB, RC, PC, TC, KE, CS, H-HT, NA, NF are full-time employees and shareholders of Biogen; RR is employed by Third Rock Ventures; CR is employed by Genomics Institute of the Novartis Research Foundation; and MF is employed by bluebird bio. The authors declare that this study was funded by Biogen and designed and executed by current or former Biogen employees.

# Supplementary material for: Organotypic Brain Slice Culture Microglia Exhibit Molecular Similarity to Acutely-Isolated Adult Microglia and Provide a Platform to Study Neuroinflammation
**Source:** Front Cell Neurosci. 2020 Dec 21;14:592005. doi: 10.3389/fncel.2020.592005

**Supplementary Figures (included at the end of this document)**

**Supplementary Figure 1: Preparation of neonatal brain slices for culture.** Schematic depiction of the steps performed to collect brain slices for *in vitro* culture. (1) Brain isolated from neonatal mice. (2) Removal of olfactory bulb and cerebellum. (3) Mounting of tissue and preparation of 300  $\mu\text{m}$  slices. (4) Collection of slices for culture. See methods for detailed description.

**Supplementary Figure 2: Changes in cell marker gene expression over time in culture.** Overall expression changes (z-score normalized) for validated astrocyte, oligodendrocyte precursor cell (OPC), oligodendrocyte, and endothelial cell marker genes (McKenzie et al., 2018) in cultured brain slices were plotted over time. Geneset mean  $\pm$  SD, n=3 slices per timepoint. See also Figure 1.

**Supplementary Figure 3: Identification of slice microglia by flow cytometry and protein marker expression over time in culture.** (Upper panel) Adult *ex vivo* microglia, and slice microglia freshly isolated (“fresh slice”) or after 1 week or 3 weeks in culture were identified for flow cytometric analysis based on expression of CD11B and CD45. (Lower panel) Percentage of auto-fluorescent microglia over time in culture. Each symbol represents microglia data from an individual slice (n=14-28), bars indicate mean  $\pm$  SD. Representative FACS plots shown. See also Figure 2.

**Supplementary Figure 4: Microglia isolated from cultured brain slices exhibit reduced protein expression of microglia markers.** CX3CR1, P2RY12 and TMEM119 were characterized at the protein level on slice microglia over time in culture by flow cytometry. Mean +/- SD shown, data pooled from 4 independent experiments, n=3-10 independent slice microglia samples. \*\*\*\* and \* denote adjusted p-value less than 0.0001 and 0.05 by one-way ANOVA, respectively. See also Figure 3.

**Supplementary Figure 5: Genes down-regulated in microglia isolated from cultured brain slices and *in vitro* primary microglia relative to adult microglia show limited pathway enrichment.** Brain slice culture, *in vitro* primary/mixed glial culture and freshly-isolated adult microglia were isolated by FACS and subjected to single cell RNA expression profiling. Down-regulated differentially expressed genes (DEGs) between either slice 3 weeks or *in vitro* microglia and adult microglia were compared and subjected to Ingenuity Pathway Analysis to identify enrichment of the DEGs in canonical pathways. Top pathways ranked by p-value shown for DEGs shared or unique to slice 3 weeks and *in vitro* microglia, relative to adult microglia. See also Figure 3.

**Supplementary Figure 6: Clustering of brain slice, *in vitro* and adult microglia.** Brain slice culture, *in vitro* primary/mixed glial culture and freshly-isolated adult microglia were isolated by FACS and subjected to single cell RNA expression profiling. (Upper left) UMAP plot of Louvain clustering. (Upper right) UMAP plot annotated with slice microglia sample identity. (Middle left) UMAP plot annotated with adult microglia. (Middle right) UMAP plot annotated with *in vitro* microglia. (Lower panel) UMAP plot with slice microglia cluster annotation. See also Figure 4.

**Supplementary Figure 7: Microglia lose microglia identity gene expression following exposure to cytokines associated with neuroinflammation.** Brain slices were cultured for 2 weeks then treated for 24 hours with either TNF and GM-CSF. Following treatment slice microglia were isolated by FACS and expression profiling was performed by RNAseq. Relative expression of microglia homeostatic genes (Friedman et al. 2018). Each column represents data from an independent microglia sample. Scale represents median absolute deviation by row (see Methods). Each microglia sample consists of 2-3 independent slices that were treated then pooled for FACS-sorting of microglia and expression analysis by RNAseq, n=9-11 samples. Pooled data from 4 independent experiments. See also Figure 6.

#### **Supplementary Tables (included as separate files)**

**Supplementary Table 1: Brain slice microglia gene expression enrichment analysis by Louvain cluster and Ingenuity Canonical Pathway Analysis.** Genes enriched by cluster relative to the pooled cells of all other clusters were determined and then subjected to IPA Canonical Pathway Analysis.

**Supplementary Table 2: LPS induced differentially expressed genes and GO term analysis unique to either brain slice microglia or acutely isolated adult microglia.** LPS microglia DEGs induced in either brain slices or *in vivo* were determined and compared to identify up- and down-regulated DEGs that were unique to either context. These up- and down-regulated, slide unique and *in vivo* unique DEGs were further characterized by GO term analysis.

**Supplementary Table 3: TNF and GM-CSF differentially expressed gene enrichment within a focused set of Gene Ontology genesets.** The number of TNF and GM-CSF differentially expressed genes (DEGs)

within a focused set of immune activation, migration/chemotaxis, proliferation and phagocytosis GO pathway genesets was determined including the number of unique and shared DEGs between the two stimuli.

**Supplementary Table 4: Pearson correlation analysis of scRNAseq PCA data to determine genes associated with PC1 and PC2.** Brain slice culture, *in vitro* primary/mixed glial culture and freshly-isolated adult microglia were FACS-sorted and subjected to single cell RNA expression profiling and Principle Component Analysis (see Figure 3). Pearson correlation analysis of genes correlated with PC1 and PC2.

**Supplementary Table 5: Ingenuity Canonical Pathway Analysis of differentially expressed genes shared (common) to both or unique to either 3 week brain slice microglia and *in vitro* derived microglia, relative to adult *ex vivo* microglia.**

**Supplementary Table 6: Ingenuity Canonical Pathway Analysis of *in vitro*-derived microglia differentially expressed genes relative to 3 week brain slice microglia.**

**Supplementary Table 7: Differentially expressed genes in isolated brain slice microglia following exposure of cultured brain slices to either TNF or GM-CSF for 24 hours.**

**Supplementary Table 8: Ingenuity Canonical Pathway Analysis of differentially expressed genes in isolated brain slice microglia following exposure of cultured brain slices to either TNF or GM-CSF for 24 hours.**

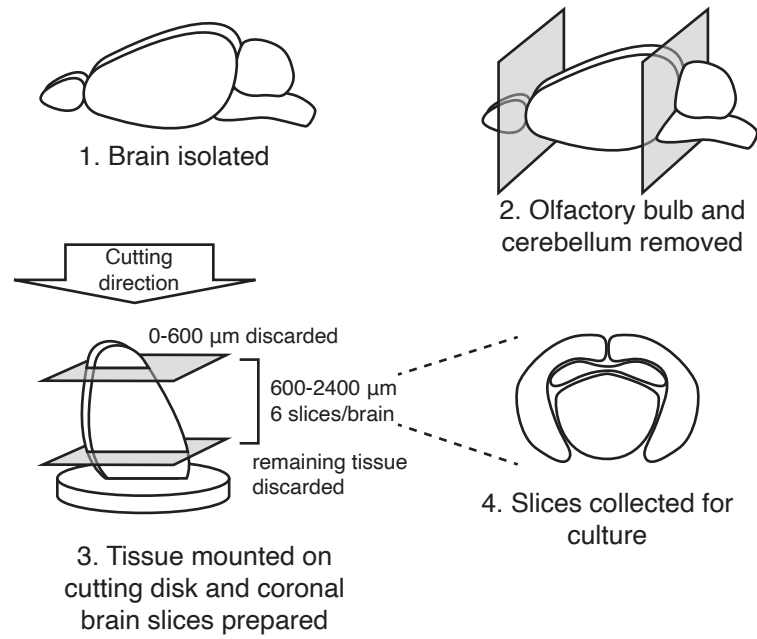

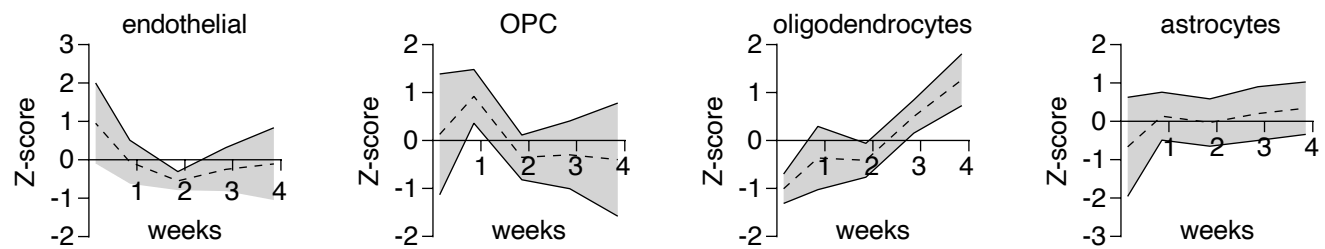

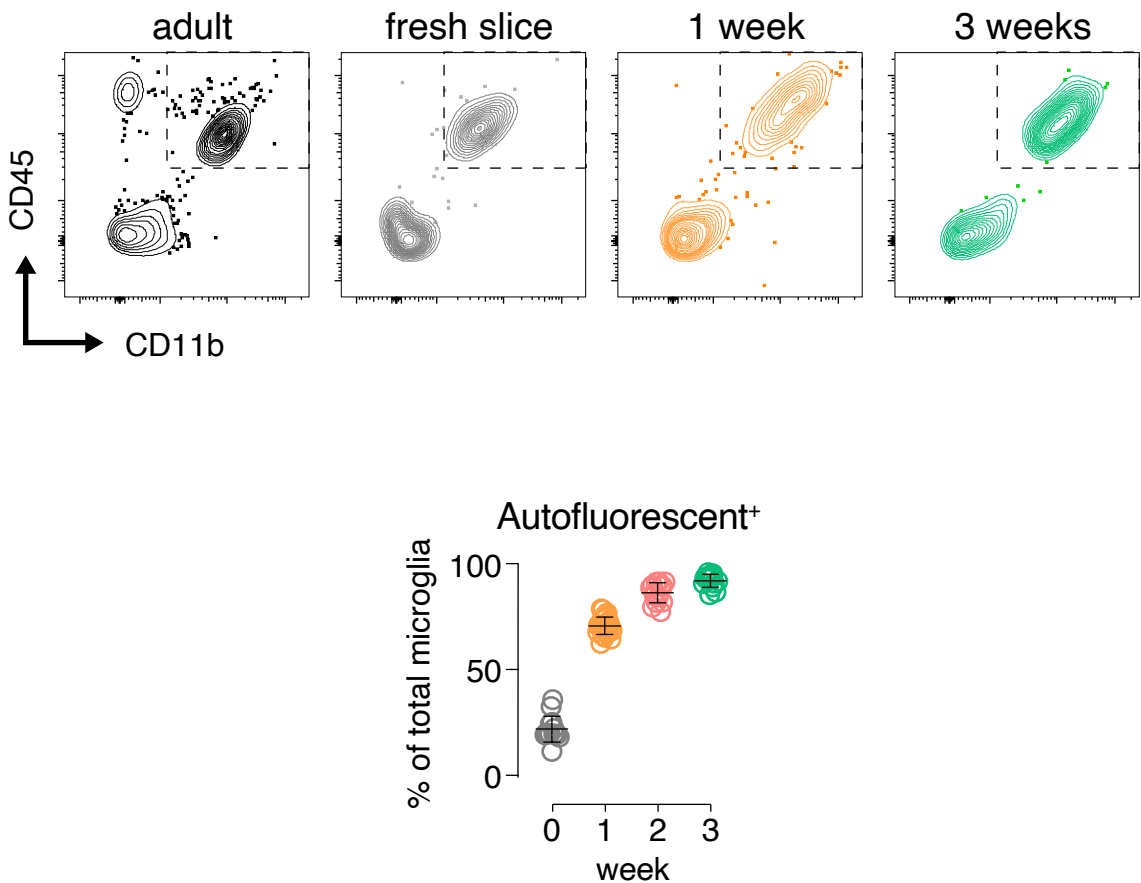

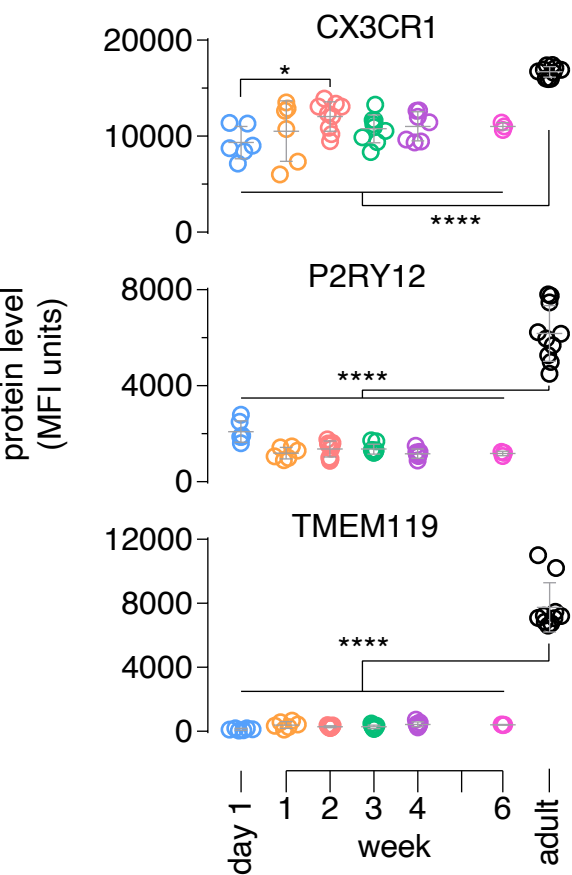

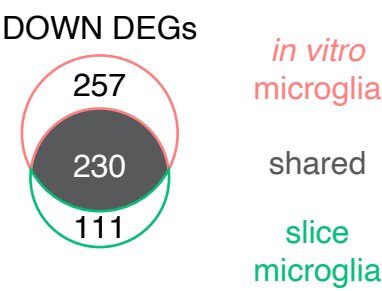

| <i>in vitro</i> unique canonical pathways                                       | -log <sub>10</sub> (p-value) |
|---------------------------------------------------------------------------------|------------------------------|
| Gap Junction Signaling                                                          | 3.8                          |
| PI3K Signaling in B Lymphocytes                                                 | 3.3                          |
| Oxidative Phosphorylation                                                       | 3.1                          |
| GPCR-Mediated Integration of Enteroendocrine Signaling Exemplified by an L Cell | 3.1                          |
| Glioblastoma Multiforme Signaling                                               | 2.9                          |
| Role of NFAT in Regulation of the Immune Response                               | 2.6                          |

| shared canonical pathways                                   | -log <sub>10</sub> (p-value) |       |
|-------------------------------------------------------------|------------------------------|-------|
|                                                             | <i>in vitro</i>              | slice |
| T Helper Cell Differentiation                               | 6.4                          | 5.3   |
| Altered T Cell and B Cell Signaling in Rheumatoid Arthritis | 5.7                          | 4.7   |
| T Cell Exhaustion Signaling Pathway                         | 5.3                          | 3.6   |
| B Cell Development                                          | 4.7                          | 3.5   |
| Th1 and Th2 Activation Pathway                              | 4.5                          | 3.7   |
| Graft-versus-Host Disease Signaling                         | 4.1                          | 3.0   |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation         | 2.8                          | 3.5   |

| slice unique canonical pathways | -log <sub>10</sub> (p-value) |
|---------------------------------|------------------------------|
| Inflammasome pathway            | 5.7                          |
| MSP-RON Signaling Pathway       | 4.4                          |
| dTMP De Novo Biosynthesis       | 4.0                          |
| Urea Cycle                      | 3.3                          |
| TWEAK Signaling                 | 3.2                          |
| TR/RXR Activation               | 3.2                          |

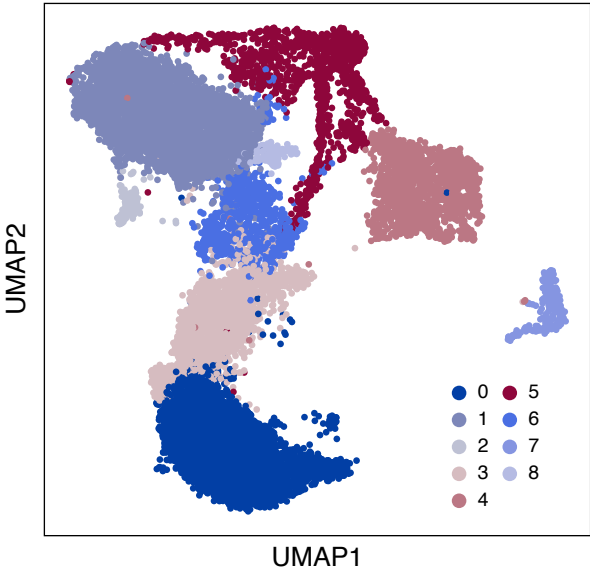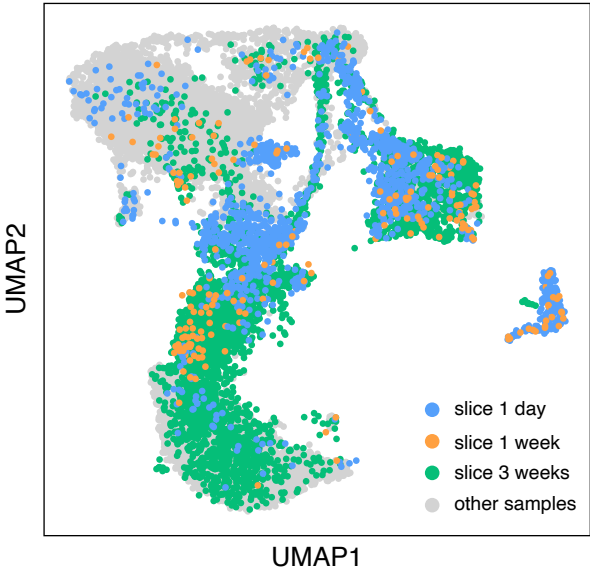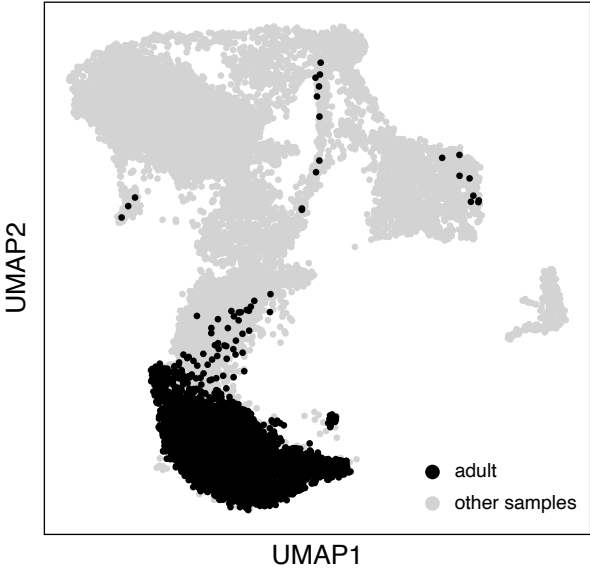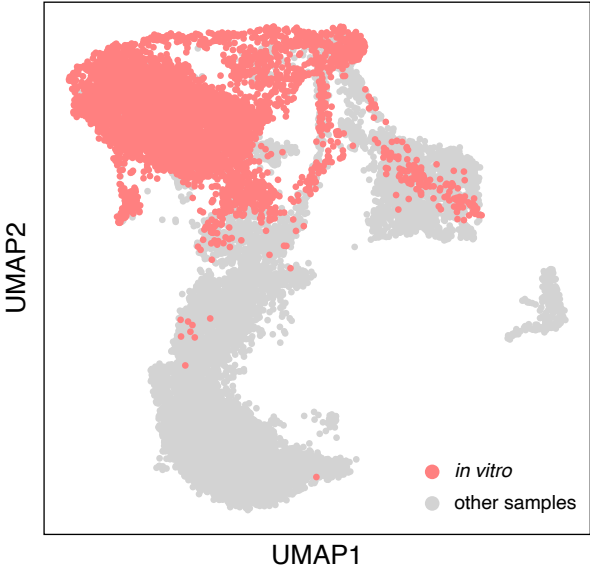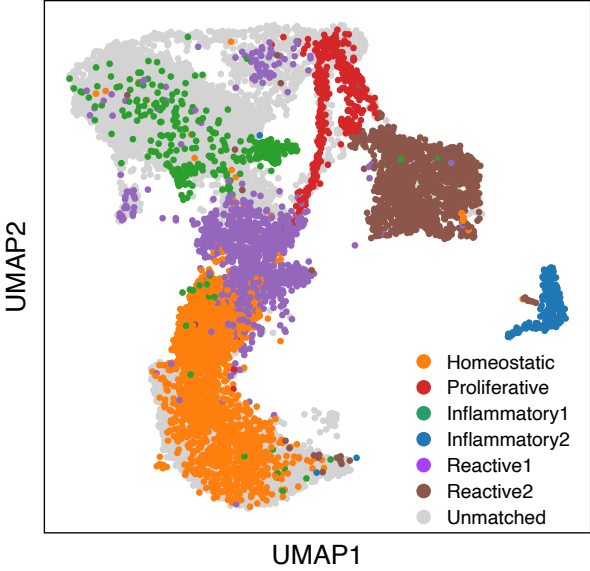

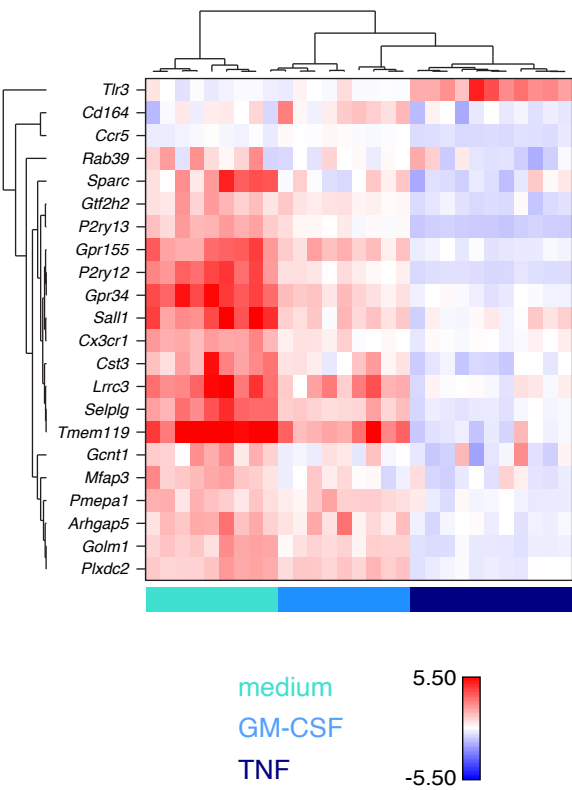

**Supplement:** Supplementary file 9

How the deposited data were processed for this re-analysis (not part of the article)

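The single cell data of the paper were analysed: microglia sorted by FACS and sequenced as 10x Genomics 3' libraries from adult brain, mixed glial *in vitro* cultures and brain slices cultured for 1 day, 1 week or 3 weeks. Each of the 5 groups had 2 libraries, and the library was the unit of replication. The authors processed the reads with Cell Ranger and deposited raw UMI counts per gene and cell barcode, with 1 table per library. The authors ran it with default parameters and combined the data with its aggregate function, and whether the tables come from before or after that step is not stated. Alignment, cell calling and the collapsing of UMIs were therefore done upstream, and the Cell Ranger version, genome build and annotation are not stated in the paper. The values were whole numbers, and cells past the paper's own limits were present, so the paper's filter on cells had not been applied. A gene without a count in a library was missing from its table and was taken as 0.

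The tables listed 19637 barcodes and 18281 gene symbols, of which 17611 (96.3%) were in the reference annotation, and 14 symbols were listed more than once in a library and were summed. No coordinates were used. Cells with over 5% mitochondrial UMIs, under 400 genes or over 30000 UMIs were removed, which left 19059 cells and took out 578. Median UMIs per cell ran from 1858 in adult replicate 2 to 13966 in *in vitro* replicate 2, and cells per library from 61 in slice 1 week replicate 2 to 3799 in adult replicate 1. Total UMIs per library ran from 385373 to 39689540. A count of 0 over both adult libraries allows up to 0.156 CPM (3 counts), and shares of cells have 95% exact binomial intervals. Errors are SDs between the 2 libraries of a group, unless an SE of a fitted fold change is given. With 2 libraries against 2, the smallest two-sided permutation p is 0.333, so no test was made of values with 1 number per library.

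For differential expression, counts were summed over the cells of each library and fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM factors, filterByExpr with a minimum of 10 counts) in 1 model of the 5 groups, which share the estimate of the spread. It held 12155 genes, with a biological coefficient of variation of 18.2%. Genes were called at the paper's thresholds of FDR < 0.05 and fold change > 1.5. The comparisons were *in vitro*, slice 1 day, slice 1 week and slice 3 weeks against adult, *in vitro* against slice 3 weeks, and slice 3 weeks against slice 1 day. The identity list holds genes that the paper names from these data. The other lists of genes were written from general knowledge, since the published signatures and the pathway software of the paper were not used here, and were tested with camera of limma 3.58.1 at its preset correlation of 0.01 and by Fisher exact tests on the called genes, with the tested genes as background. Adjusted p are by Benjamini and Hochberg over all genes, over the 78 camera tests of 13 lists and 6 comparisons, or over the 78 Fisher tests of 13 lists and 6 sets of called genes. The correlation of fold changes between comparisons that use the same adult libraries was set beside 20 simulations of unchanged groups.

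The genes named in the text were taken from those the paper names for the single cell data, *Ftl1* (listed in Table S4 with the correlation that the text gives for *Flt1*), and, for *in vitro* against adult, slice 3 weeks against adult and *in vitro* against slice 3 weeks, the 3 rises and 3 falls largest in log2 fold change among called genes with an average log2 CPM of at least 5. The rule was written with the values in the paper's tables seen. In clusters, the first genes by fold are named. The results of 2 genes under this rule are not reported here, though both count in the gene lists and in the numbers of called genes. *Xist* and 4 Y-linked genes were read in every library. *Lgals1*, at rank 6 on PC1, and the leading gene of PC2 were named by their rank after the values were seen.

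Principal components were computed from log2(CPM + 1) of the 10742 genes with a UMI in at least 1% of cells, without scaling of genes, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. PC1 was set to the paper's *in vitro* and adult centroids of −13.5 and 17.1 so that the slice positions can be read on the paper's scale, and PC2 is in SDs over cells. Pearson correlations of CPM with the components were taken over adult, *in vitro* and slice 3 weeks cells, with the paper's threshold of 0.5. Correlations of libraries with adult were taken over genes on log10(CPM + 1) of the summed counts. They are across genes, which are not independent replicates.

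Clustering used scanpy 1.11.5 and igraph 0.11.9 with 10000 UMIs per cell after scaling, the log, 2000 variable genes, Harmony over libraries (theta 1, lambda 1, sigma 0.1, written anew in numpy), 20 neighbours and Louvain clustering, with 100 components at resolution 0.5 for slice cells and 50 components at 0.8 for all cells. The paper's account of its clustering states no number of variable genes and no scaling, and elsewhere it gives UMI counts per cell as CPM. Slice clusters were to be merged at a correlation of 0.8 over the first 100 genes of each cluster with a mean of at least 0.2 UMIs. Clusters were named after the paper's classes, or called clusters of another cell type, from markers among the top 50 genes by fold with a UMI in at least 10% of the cluster's cells, with at least 3 markers needed. Marker lists of other cell types were written from general knowledge. Figures were drawn with matplotlib 3.10.9.

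Each step was tested on simulated data made from these libraries. With 200 of 11095 genes changed between *in vitro* and adult, edgeR recovered 94% of those changed 4-fold and 39% of those changed 2-fold, all in the right direction, and called 11 unchanged genes. Camera called 10 of 10 changed lists and 0 unchanged ones (50 lists in all). In 1200 simulated cells of 3 groups, 200 changed genes all had the right sign of correlation, 25% passed the threshold of 0.5, 1 unchanged gene passed it, and the middle group lay at 49.4% of the way. In 2000 simulated cells of 4 types in 2 libraries, clusters matched the types with an adjusted Rand index of 1 with Harmony and 0.599 without. A pair of unchanged adult profiles of 385373 UMIs correlated at 0.952.

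Alternatives were DESeq2 1.42.0, library size without TMM, upper quartile factors, no filter on low counts, a filter of 50 counts, all barcodes, doublets left out, clusters of other cell types left out, cells thinned to 1800 UMIs, means over cells with limma-trend, a fit of only the 2 groups compared, a fit without the 1 week libraries, the replicate number or the study label in the model, and each library left out. Lists were also tested with fry and with the correlation between genes estimated. Components were also computed with genes at unit variance, on CPM without the log and with 518 cells per library. Correlations with adult were also taken as Spearman's rho, over genes of at least 10 CPM in adult and without ribosomal and mitochondrial genes. Clusters were also made without Harmony, at other resolutions, with 30 components and with 5 other random seeds. Scrublet's automatic threshold took 38 cells (0.199%) as doublets, so a rate of 0.8% per 1000 cells was used, which took 453 (2.38%). That rate, UMIs per cell without scaling for depth and log2(CPM + 1) in the correlation were chosen after the data were seen. R was 4.3.3.

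The NanoString, flow cytometry and imaging data of the paper were not analysed here, since only the single cell tables were used. The paper's t-SNE step for outlying cells was not run. Tests with single cells as replicates were not run, since cells of 1 library are not independent. No rule for outlying samples and no other splits of the samples were applied, since groups of 2 are too small for either.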

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

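The tests on *Xist* and Y-linked genes, with the swap of libraries and the library left out, and the setting without scaling for depth were chosen only after the result was seen.

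Between *in vitro* and slice 3 weeks, both against adult, 108 genes were called in opposite directions, which is a difference between groups. Of these, 33 rose in *in vitro* and fell in slice 3 weeks and 75 did the reverse, and all 108 were also called in the direct comparison of *in vitro* with slice 3 weeks. The paper does not report such genes. UMIs per cell differed between the groups. In thinned cells 100 of the 101 genes tested (99.0%) kept opposite signs, and 73 of the 108 were still called in opposite directions. With study label as covariate all 108 kept opposite signs (100%), and 95 were still called so. The 108 were picked by their signs in these same libraries, and nearly all of those tested kept them in every planned setting. Kept signs alone therefore cannot exclude depth per cell or study batch, and only the genes still called argue against these. All 108 also kept opposite signs without the clusters of other cell types (100%). These clusters held at most 1.55% of the cells of a library in these groups. The monocyte-marked Inflammatory1 cluster was kept, so cells of other types stay open. The setting that does not scale for depth left opposite signs in 57 of the 108, but it moves the median of all genes by log2 2.04 in *in vitro* and 1.05 in slice 3 weeks, so any fall can turn into a rise and it does not test these genes. The number of such genes ranged from 47 with limma-trend on means over cells to 195 without slice 3 weeks replicate 1, and was 54 and 65 without adult replicates 1 and 2. Without slice 3 weeks replicate 1, which leaves slice 3 weeks and adult both with *Xist* only, all 108 kept opposite signs. The choice of these genes by sign makes that outcome likely, so it argues only weakly against sex of the slice libraries. The *in vitro* libraries held both *Xist* and Y-linked genes, so sex stays open on that side, as do GC content and gene length, which were not tested. The age of the animals and the kind of culture, both named by the design, stay open as untested biological explanations, and a difference between slice and *in vitro* culture may be one candidate explanation.

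*Eif2s3y*, a Y-linked gene that the paper does not discuss, was at 63.3 CPM in slice 3 weeks replicate 1 with a UMI in 31.1% of its cells, above its level of 0.0807 and 0 CPM in adult replicates 1 and 2. *Xist* was at 1.15 CPM in that library, against 1330 and 1256 CPM in the adult libraries. *Xist* was taken as present over 50 CPM and absent under 10, and Y-linked genes as present over 1 CPM each and absent under 1, so absent does not mean 0 UMIs. By these limits 5 libraries had *Xist* without Y-linked genes (adult replicates 1 and 2, slice 1 day replicate 1, slice 1 week replicate 1 and slice 3 weeks replicate 2), 3 had Y-linked genes without *Xist* (slice 1 day replicate 2, slice 1 week replicate 2 and slice 3 weeks replicate 1) and both *in vitro* libraries had both. The pattern of all 10 libraries of 10 is consistent with female, male or mixed animals, a weak test, since any mix of both sexes also passes it. A swap of a slice 3 weeks library with an adult library is argued against, since the lower adult library was at least 4.92 times the higher slice 3 weeks library in *Tmem119*, *P2ry12* and *Selplg*. A single wrong label, or a swap with a sample outside this set, was not tested. Of the genes called in slice 3 weeks against adult, 90.0% were called with slice 3 weeks replicate 1 left out, which argues against sex as the main source of that comparison. The remaining effect of sex on single genes stays open. The slice 3 weeks libraries also differ in study label, so sex and study batch are confounded within that group.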

How the results depend on the processing

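The settings chosen only after the results were seen were UMIs per cell without scaling for depth, log2(CPM + 1) in the correlation with the components, and the doublet rate used in place of the automatic scrublet threshold. For each result that changed the cause was not tested, unless one is named. Values for gene lists are median log2 fold changes, and an adjusted p below 0.05 was called.

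Of 398 values for counts of called genes, 356 stayed within 1.5 times the value reported and 42 moved further. No count moved by over 1.5 times under DESeq2, upper quartile factors, no filter on low counts, a filter of at least 50 counts, all barcodes, other cell types left out, doublets left out, no 1 week libraries, the replicate block or study label as covariate. Over these settings *in vitro* against adult gave 2326 to 3487 up- and 2706 to 3462 down-regulated genes, and slice 3 weeks gave 1874 to 2664 and 1767 to 2186. Of 2805 values for single genes named in the text, 2636 kept their direction and their side of the threshold, 119 lost their call and 11 gained one, 25 without a call moved and 14 reversed. Of 1326 values for gene lists, 1209 kept both, 56 lost their call, 23 gained one, 37 without a call moved and 1 reversed. Component positions kept within the spread of the replicates in 65 of 96 values, counts of correlated genes and their ribosomal share in 13 of 21, correlations with adult in 23 of 36, shares of slice cells in 178 of 273 and shares in clusters mostly of *in vitro* cells in 23 of 30. The 50 values for *Xist* and Y-linked genes stayed as reported with all barcodes. The fit without 1 week libraries gave values for 97 of the 113 results of single genes and the fit of only the 2 groups compared for 109, since a comparison or a gene was then missing.

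Without scaling for depth, up-regulated genes numbered 9771 in *in vitro*, 8252 at 1 day, 5347 at 1 week and 6800 at 3 weeks against adult, with 6466 shared by *in vitro* and 3 weeks. Down-regulated genes numbered 570, 423, 164 and 336, with 228 shared. Between *in vitro* and slice 3 weeks 6408 rose and 674 fell, and between 3 weeks and 1 day 326 rose. The up-regulated share was 94.5% in *in vitro*, 95.3% at 3 weeks, 95.1% at 1 day and 97.0% at 1 week, against 44.0%, 50.6%, 49.5% and 52.5% with TMM factors, 90.5% against 39.9% between *in vitro* and 3 weeks, and 13.6% against 52.1% between 3 weeks and 1 day. The setting leaves each library's UMIs per cell in the values, and these were higher in every cultured library than in both adult libraries. All 14 reversals of single genes came from it: *C1qa* (1.63), *C1qc* (1.54), *Csf1r* (0.24) and *Ctss* (0.27) became higher in *in vitro* than in adult (log2). *Cd81* (0.54), *Ctss* (0.27), *Cx3cr1* (0.11) and *Sparc* (0.88) became higher in slice 3 weeks, and *C1qa* (0.53), *C1qc* (0.45) and *Ctss* (0.21) in slice 1 week. Against slice 3 weeks, *C1qa* (0.45), *C1qc* (0.43) and *Ctss* (0.0024) became higher in *in vitro*.

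With library size alone in place of TMM factors, 2516 down-regulated genes were shared by *in vitro* and slice 3 weeks and 2504 were called at 1 week. The up-regulated share was 29.9% in *in vitro*, 35.8% at 3 weeks and 37.7% at 1 week. Without a call with or without TMM, the medians against adult moved for RNA polymerase II genes at 3 weeks (−0.16) and interferon genes at 3 weeks (−0.33). With cells weighted equally and limma-trend in place of edgeR, up-regulated genes fell to 1483 in *in vitro*, 1971 at 1 day, 1053 at 3 weeks, 717 shared, 720 between *in vitro* and 3 weeks and 703 between 3 weeks and 1 day. The down-regulated counts were 1321 between *in vitro* and 3 weeks, 942 between 3 weeks and 1 day and 3428 at 1 week. In the fit of only the 2 groups compared, 1042 genes were up-regulated between 3 weeks and 1 day, with fewer libraries in the estimate of the spread.

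With every cell thinned to 1800 UMIs, the 1 week comparison called 1014 genes as up- and 821 as down-regulated, and 1089 were up-regulated between 3 weeks and 1 day. Fewer UMIs were left for the tests under this setting. PC1 positions moved to −11.4 at 1 day, −7.14 at 1 week and −2.03 at 3 weeks, and PC2 positions to 0.641, 0.542 and 1.10. There were 55 genes correlated with PC1 and 14 with PC2, of which 42.9% encoded ribosomal proteins. Correlation with adult was 0.893 for *in vitro*, 0.880 at 1 day, 0.819 at 1 week and 0.935 at 3 weeks. Camera lost the call of MHC genes between 3 weeks and 1 day (0.45) and gained those of immediate early and dissociation stress genes at 1 day (1.33) and interferon genes at 1 day (1.00). Without a call in either case, the medians moved for MAP kinase genes in *in vitro* (0.064), RNA polymerase II genes at 3 weeks (0.0075), heat shock genes between *in vitro* and 3 weeks (0.021), interferon genes at 3 weeks (−0.17) and proliferation genes between *in vitro* and 3 weeks (−0.27) and between 3 weeks and 1 day (−0.13).

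On CPM without the log, PC1 positions were −7.84 at 1 week and 0.151 at 3 weeks and PC2 positions 1.43 at 1 day and 0.0410 at 1 week, with 17 genes correlated with PC2. Equal numbers of cells per library gave PC2 positions of 1.03, 0.576 and −0.0290 and 16 genes correlated with PC2. Genes scaled to unit variance put 1 day at 1.61 on PC2, and all barcodes put 1 week at 4.38 on PC1. Leaving out clusters of other cell types put 1 week at 1.18 on PC1 and 1 day at 1.04 on PC2, and interferon genes at 3 weeks against adult, with no call, at −0.13. With log2(CPM + 1) in the correlation, 467 genes were correlated with PC1 and 8 with PC2, of which 0 encoded ribosomal proteins. Spearman correlations with adult were 0.897 for *in vitro*, 0.894 at 1 day, 0.874 at 1 week and 0.932 at 3 weeks. Over genes of at least 10 CPM in adult they were 0.767, 0.794, 0.830 and 0.864 (Pearson), and without ribosomal and mitochondrial genes the 1 week value was 0.895. Slice 3 weeks had the highest correlation with adult under each of these settings and in thinned cells.

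Under fry, which tests the same medians, the lists that lost a call were MHC genes between 3 weeks and 1 day (0.26) and interferon genes between 3 weeks and 1 day (−1.12). Those that gained one were MAP kinase genes at 3 weeks (−0.068), RNA polymerase II genes in *in vitro* (0.45) and at 1 day (0.41), heat shock genes at 1 day (0.20) and immediate early and dissociation stress genes at 1 day (1.01). Changed in test direction, without a call, were MAP kinase genes in *in vitro* (−0.050), heat shock genes in *in vitro* (0.072) and proliferation genes between *in vitro* and 3 weeks (−0.25). With study label as covariate, camera lost MHC genes between *in vitro* and 3 weeks (−0.41) and between 3 weeks and 1 day (0.40). It gained RNA polymerase II genes in *in vitro* (0.46) and at 1 day (0.49), immediate early and dissociation stress genes at 1 day (1.83), inflammatory cytokine and NF-kB genes at 1 week (1.66) and interferon genes at 1 day (1.69), and interferon genes at 3 weeks, with no call, were at −0.0066.

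With the correlation between genes estimated from the data, camera called 0 of the 45 lists it called with its preset correlation of 0.01, with 11 of 78 at an unadjusted p below 0.05 and a lowest adjusted p of 0.0733. Fry called 48 of the 78. This setting leaves the medians as they were, and those whose call was lost are given against adult unless 2 groups are named. MHC genes were at −1.51 in *in vitro*, −0.43 at 1 day, −1.20 at 1 week, −0.62 between *in vitro* and 3 weeks and 0.26 between 3 weeks and 1 day, and RNA polymerase II genes were at 0.34 between *in vitro* and 3 weeks and −0.51 between 3 weeks and 1 day. Cytosolic ribosomal protein genes were at 1.30 in *in vitro*, 1.56 at 1 day, 1.56 at 1 week and 1.63 at 3 weeks, and disease-associated microglia genes were at 1.04 in *in vitro*, 1.72 at 1 day, 1.32 at 1 week, 2.33 at 3 weeks, −0.70 between *in vitro* and 3 weeks and 1.10 between 3 weeks and 1 day. Identity genes were at −4.07 in *in vitro*, −2.61 at 1 day, −1.65 at 1 week, −0.84 at 3 weeks, −2.34 between *in vitro* and 3 weeks and 1.99 between 3 weeks and 1 day, and immediate early and dissociation stress genes were at −0.73 between 3 weeks and 1 day. Inflammatory cytokine and NF-kB genes were at 3.28 at 1 day, 1.38 at 3 weeks, −1.38 between *in vitro* and 3 weeks and −0.78 between 3 weeks and 1 day, and interferon genes were at 1.28 in *in vitro*, 1.58 between *in vitro* and 3 weeks and −1.12 between 3 weeks and 1 day. Oxidative phosphorylation genes were at 0.98 in *in vitro*, 0.85 at 1 day, 0.64 at 1 week, 0.60 at 3 weeks, 0.35 between *in vitro* and 3 weeks and −0.21 between 3 weeks and 1 day, and proliferation genes were at 3.14 in *in vitro*, 3.24 at 1 day, 1.86 at 1 week and 3.37 at 3 weeks. Proteasome genes were at 0.34 in *in vitro*, 0.87 at 1 day, 0.36 between *in vitro* and 3 weeks and −0.67 between 3 weeks and 1 day.

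No cluster met the rule for the Reactive1 name at resolution 0.3 or 0.8, with 30 components, with doublets left out, without Harmony or under random seeds 2, 3, 4 and 5, so that its share was 0 at 1 day, 1 week and 3 weeks in each. The unnamed share then rose, to 34.9%, 17.5% and 30.4% at 1 day, 1 week and 3 weeks at resolution 0.3, 36.0%, 23.5% and 37.8% at resolution 0.8, 35.3%, 17.7% and 31.2% with 30 components and 34.9%, 20.7% and 27.9% with doublets left out. Under seeds 2, 3, 4 and 5 it was 35.7%, 22.5% and 32.0%, 35.5%, 22.7% and 36.0%, 35.6%, 23.0% and 33.1%, and 35.7%, 25.7% and 31.9%. Under seed 1 it was 0.926%, 4.00% and 0.528%. The homeostatic share at 3 weeks was 34.8% at resolution 0.3, 27.8% at resolution 0.8, 29.7% with 30 components, 36.3% with doublets left out, and 35.5, 33.3, 29.7, 31.9 and 33.9% under seeds 1 to 5. The Reactive2 share at 3 weeks was 22.9% at resolution 0.3 and 22.3%, 21.6%, 22.0% and 21.9% under seeds 1, 2, 3 and 5. The Inflammatory1 share at 3 weeks was 5.16, 6.50, 5.91, 6.02 and 5.97% under seeds 1 to 5, at 1 week it was 18.3% under seed 1, and with 30 components it was 6.11% at 1 day and 16.9% at 1 week. The Proliferative share was 15.4% at 1 day and 14.6% at 1 week with 30 components, 4.15% at 1 week at resolution 0.3, 8.65% at 1 day and 4.15% at 1 week under seed 3, and 9.09% at 1 day under seed 4. Without Harmony the unnamed share was 87.3%, 61.8% and 71.8%, Reactive2 0.290% at 1 day and 10.7% at 1 week, Inflammatory1 0 at 1 day, 18.9% at 1 week and 5.85% at 3 weeks, Proliferative 0 at each time and homeostatic 0 at 1 week and 3 weeks. Shares in clusters mostly of *in vitro* cells were 0.193%, 4.92% and 1.55% without Harmony, 19.1% at 1 week and 16.6% at 3 weeks at resolution 0.5, and 11.3% and 9.31% at 1 week under seeds 1 and 5. Leaving cluster merging out changed no share, since no clusters were merged.

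Each library was left out in turn, which leaves 1 library in its group, and this library is then assumed to vary like those of the other groups. Down-regulated genes ranged from 2215 to 3823 in *in vitro*, 1946 to 3325 at 1 day, 587 to 1814 at 1 week and 1370 to 2383 at 3 weeks against adult, with 1049 to 1739 shared by *in vitro* and 3 weeks. They ranged from 1234 to 2880 between *in vitro* and 3 weeks and 785 to 2007 between 3 weeks and 1 day. Up-regulated genes ranged from 858 to 1958 at 1 week and 657 to 2278 between 3 weeks and 1 day, and their other counts stayed within 1.5 times. The lowest counts came without *in vitro* replicate 2 (*in vitro* against adult and against 3 weeks), slice 1 day replicate 2 (1 day, and 3 weeks against 1 day), slice 1 week replicate 1 (1 week) and adult replicate 1 (3 weeks and shared), and the highest without slice 3 weeks replicate 1. Without *in vitro* replicate 1 the down-regulated count between *in vitro* and 3 weeks was 1391, and without slice 1 day replicate 1 the up-regulated count between 3 weeks and 1 day was 1113. PC1 positions ranged from 1.80 to 5.04 at 1 week (lowest without adult replicate 1, highest without adult replicate 2) and 1.73 to 5.71 at 3 weeks (lowest without slice 3 weeks replicate 2, highest without adult replicate 2). PC2 positions ranged from 0.955 to 1.17 at 1 day, 0.589 to 1.04 at 1 week and 0.0294 to 0.956 at 3 weeks, lowest without *in vitro* replicate 1, adult replicate 1 and slice 3 weeks replicate 2.

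For gene lists, camera called 43 to 49 of 78 with 1 library left out. The medians whose call or direction changed are given as ranges, against adult unless 2 groups are named. MAP kinase genes ran from −0.081 to 0.11 in *in vitro* and −0.13 to 0.14 at 1 week, and MHC genes ran from −1.09 to 0.084 at 1 day, −0.76 to 0.015 at 3 weeks and 0.22 to 0.58 between 3 weeks and 1 day. RNA polymerase II genes ran from 0.35 to 0.58 in *in vitro* and 0.41 to 0.48 at 1 day, and cytosolic ribosomal protein genes ran from −0.58 to 0.052 between *in vitro* and 3 weeks and −0.17 to 0.40 between 3 weeks and 1 day. Heat shock genes ran from −0.13 to 0.13 between *in vitro* and 3 weeks, and immediate early and dissociation stress genes ran from 0.38 to 2.19 at 1 day and −0.41 to 0.70 at 3 weeks. Inflammatory cytokine and NF-kB genes ran from 0 to 0.82 in *in vitro*, 0 to 1.61 at 1 week and 0.77 to 2.57 at 3 weeks, and interferon genes ran from 0.60 to 1.93 at 1 day, −1.80 to −0.18 at 1 week and −0.54 to 0.62 at 3 weeks. Oxidative phosphorylation genes ran from −0.27 to −0.15 between 3 weeks and 1 day, and proliferation genes ran from −0.41 to 0.40 between *in vitro* and 3 weeks and −0.80 to 0.26 between 3 weeks and 1 day. Proteasome genes ran from −0.015 to 0.27 at 3 weeks. Cytosolic ribosomal protein genes between 3 weeks and 1 day were called in the other direction without slice 3 weeks replicate 2 (−0.17). Calls were lost for MHC and oxidative phosphorylation genes between 3 weeks and 1 day without slice 1 day replicate 2 (0.22 and −0.15). MHC genes at 1 day also lost theirs without that library (0.011), and without slice 3 weeks replicate 1 so did MHC genes between 3 weeks and 1 day (0.52) and inflammatory genes at 3 weeks (0.77). Calls were gained without adult replicate 1 for RNA polymerase II genes in *in vitro* (0.57) and, at 1 day, for RNA polymerase II (0.47), immediate early and dissociation stress (2.19) and interferon genes (1.93). Without adult replicate 2 they were gained for MHC genes at 3 weeks (−0.76) and interferon genes at 1 week (−1.80) and 3 weeks (−0.54). Without slice 3 weeks replicate 1 they were gained for ribosomal protein genes between *in vitro* and 3 weeks (−0.58) and proliferation genes between 3 weeks and 1 day (−0.80), without slice 1 day replicate 2 for immediate early and dissociation stress genes at 1 day (1.33), and without slice 1 week replicate 2 for inflammatory genes at 1 week (1.53).

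Groups carry the same replicate numbers in the labels, and the number was also fitted as a block. Same-numbered libraries did not deviate from their group means together in all pairs of groups, with r across genes of 0.0657 between adult and slice 3 weeks, −0.135 to 0.123 over the 10 pairs of groups and −0.276 to 0.305 over the 3917 abundant genes, so the samples were taken to share only a number. In the fit with the replicate block 2687 genes were up- and 3400 down-regulated in *in vitro* against adult and 2094 and 2062 in slice 3 weeks, and no count moved by over 1.5 times. Camera called 44 lists and did not call MHC genes between 3 weeks and 1 day (0.27). Lists without a call with and without the block were at 0.0011 (heat shock, *in vitro* against 3 weeks), −0.21 (immediate early and dissociation stress, 3 weeks), −0.063 (interferon, 3 weeks) and −0.16 (proliferation, 3 weeks against 1 day).

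Depth limits the 1 week group the most, with 148 and 61 cells and 1080763 and 385373 UMIs. Simulated changes between *in vitro* and adult, groups of greater depth, were recovered for 94% of genes at 4-fold and 39% at 2-fold, and the 1 week comparison was not simulated, so a gene without a call is not shown to be unchanged. Changes that were not detectable at this depth and number of libraries are not described as absent.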

Differences from the paper's values

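The tests chosen only after the result was seen were those on UMIs per cell without scaling for depth, with log2(CPM + 1) in the correlation and with the doublet rate used for scrublet. Of 36 values compared, 22 differed. The limit for a difference was not the same for each kind of value, so this number depends on the limits. A correlation of *Selplg* with PC1 of 0.723 against the paper's 0.843 counted as differing. For down-regulated genes in *in vitro* against adult, 570 without scaling for depth against the paper's 487 did not. The paper used edgeR for its single cell data and does not name the unit of replication. Here counts were summed per library, with 2 libraries per group. No fit with single cells as replicates was run.

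On PC1 the paper gives −12.6 for slice 1 day, and the value here was −3.48, with −11.4 in thinned cells within the paper's value and the other 15 alternatives set before the data were examined not. For slice 3 weeks the paper gives −2.3 and the value here was 3.11, with −2.03 in thinned cells alone within it. For slice 1 week the paper's value is −12.4 and here it was 2.76, and none of the 16 alternatives set before the data were examined closed the gap (−7.84 to 5.04). The variance of PC1 is about 16% in Figure 3A, read by eye, and was 10.0% here, with the value without slice 3 weeks replicate 2 as the only alternative set before the data were examined that did not differ. For PC2 it is about 7.6% in Figure 3A, read by eye, and was 1.38% here, with none of the alternatives within it (0.830% to 14.7%).

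The paper gives 487 down-regulated genes in *in vitro* against adult and 341 in slice 3 weeks against adult, and here there were 3463 and 2128. Pooled over both comparisons the paper's number is 598 and here it was 3945, and the paper's shared number is 230 and here it was 1646. None of the alternatives set before the data were examined reached these 4 values. Without scaling for depth, a setting chosen after seeing the values, the counts were 570, 336, 678 and 228, within the paper's, but the up-regulated counts were 9771 in *in vitro*, 6800 in slice 3 weeks and 6466 shared, further from the paper's 3726, 1670 and 1353 than 2720, 2182 and 1542 with scaling. In that setting, of the 113 results of single genes named in the text 18 lost their call and 14 reversed, and how many of the paper's own called genes it drops cannot be computed, since the paper's tables do not list them. For *in vitro* against slice 3 weeks the paper gives 4216 up-regulated genes and here there were 1616, and no setting run reached the paper's number (720 to 6408, the last without scaling for depth). The paper gives 1404 down-regulated genes there and here there were 2435. Of the alternatives set before the data were examined, 7 did not differ from it: a filter of at least 50 counts, thinned cells, limma-trend on means over cells, only the 2 groups compared, and leaving out *in vitro* replicate 1, *in vitro* replicate 2 or slice 3 weeks replicate 2.

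The paper gives 33 and 60 cells for the slice 1 week libraries and here 61 and 148 passed the same limits, or 68 and 159 with all barcodes. The paper also used t-SNE to tell apart outlying cells, a step not taken here. For the smallest of the other libraries the paper gives 331 cells and here it was 518, or 525 with all barcodes, the only alternative set before the data were examined, which did not close the gap.

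The homeostatic share of slice 1 week cells is about 24% in Figure 4D, read by eye, and was 15.6% here. Resolution 0.3 and random seeds 1, 2 and 3 gave shares that did not differ, and the other alternatives set before the data were examined did. At 3 weeks it is about 52% in Figure 4D, read by eye, and was 28.9% here, with 34.8% at resolution 0.3 and 35.5% under seed 1 not differing by 1.5 times. Nor did 36.3% with doublets left out at the rate chosen after seeing the values, a setting that left the paper's Reactive1 class unnamed. The Reactive1 share at 3 weeks is about 15% in Figure 4D, read by eye, and was 28.7% here, and none of the alternatives set before the data were examined closed the gap (0% to 29.9%).

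For correlations with PC1 the paper's Table S4 lists 0.843 for *Selplg*, 0.840 for *P2ry12*, −0.836 for *Ftl1*, 0.832 for *Cst3* and 0.792 for *Tmem119*. Here these were 0.723, 0.732, −0.702, 0.723 and 0.686. Of the alternatives set before the data were examined, thinned cells gave values that did not differ for *Selplg*, *P2ry12*, *Ftl1* and *Cst3*, with 69 of the paper's 120 genes past the threshold on PC1 not past it, and CPM without the log did for *Cst3* and *Tmem119*, with 41 of the 120 not past it. For *Cst3* log2(CPM + 1) in the correlation also did, a setting chosen after seeing the values, under which 49 of the 120 were not past it, against 39 with CPM. The other alternatives differed for each of these genes.

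The paper's text names *Flt1* as a leading gene with a negative correlation. Table S4 lists *Ftl1* with that correlation at rank 4 and lists *Flt1* in neither sheet. Here *Ftl1* ranked 7, with 3405 ± 401 CPM in adult, 37118 ± 1830 in *in vitro* and 14715 ± 955 in slice 3 weeks (n = 2), and log2 fold changes against adult of 3.45 and 2.11. *Flt1* ranked 7902 and was higher in slice 3 weeks than in *in vitro*. Of the identity genes that the paper places first on PC1, *P2ry12*, *Cst3* and *Selplg* were in the top 5 here and *Tmem119* ranked 12. Of the 4 that it places in the top 20, *Ctss*, *Gpr34* and *Csf1r* were inside and *Cx3cr1* ranked 29.

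Over all 1999 genes of the paper's PC1 table, 1918 were found here and 97.9% had the same sign, with r = 0.964 across genes. Of its 120 genes past the threshold, 113 were found, all 113 with the same sign, and 81 were past the threshold. In the PC2 table, 385 of 1876 genes (20.5%) had the same sign, with r = −0.689 across genes, and with the table's signs turned 1491 did (79.5%), with r = 0.689. The 38 ribosomal protein genes past the threshold in that table all have a negative correlation, while those here were positive with slice cells on the positive side. The sign of a component is arbitrary, and with the table's signs turned the ribosomal genes lie on the same side. Of the 55 genes past the threshold there, 54 were found and 32 were past it here.

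The paper lists heat shock and MAP kinase genes among those up-regulated only in *in vitro*, and here 4 heat shock genes (5.81 expected) and 3 MAP kinase genes (3.20 expected) were, while 15 heat shock genes were up-regulated in both comparisons (7.61 expected) and proteasome genes (13, 4.75 expected) and RNA polymerase II genes (5, 1.26 expected) were over-represented as in the paper. The paper lists ribosomal proteins as up-regulated in slice 3 weeks only, and here 3 were (4.37 expected), with 77 up-regulated in both, where the paper lists them too. In *in vitro* against slice 3 weeks the paper reports down-regulation of a pathway that holds ribosomal proteins, and here 7 of these were down-regulated (16.6 expected), while 76 of the 83 had a lower level in *in vitro*, with a median log2 of −0.34 that camera did not call, so it is the number past the threshold that differs. It also reports higher oxidative phosphorylation, for which 17 genes were up-regulated here (12.9 expected) with a called rise of the whole list (median log2 0.35). The gene lists used here were not those of the paper. The paper describes inflammatory signatures as high in *in vitro* cells, and here the mean z of inflammatory cytokine and NF-kB genes was −0.640 in *in vitro* and 1.04 at slice 1 day, while that of interferon genes was highest in *in vitro* (1.00).

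Of the first 10 genes by fold of each named slice cluster, those also in the paper's first 50 of the class in Table S1 were 8 for Inflammatory2, 6 for Reactive2, 4 for Proliferative, 3 for Inflammatory1, 2 for homeostatic and 1 for Reactive1. The Reactive1 name rests on 4 of 10 markers and was given in this run, without merging and under seed 1.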

Other observations

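The tests chosen only after the result was seen were those on neutrophils and on free RNA, the distance of adult to *in vitro* on PC1 in thinned cells (the thinning itself was planned), haemoglobin and the number of cells in place of library size. The tests on *Malat1* and on adult barcodes were set before their result was seen.

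The paper calls more up- than down-regulated genes against adult, and here the split was 44.0% up in *in vitro* and 50.6% in slice 3 weeks. With the number of cells in place of the library size, at least 94.5% of the called genes were up-regulated in both comparisons. That setting raises nearly all genes of the groups with more UMIs per cell, so its outcome was fixed and it decides nothing, and the paper states that UMI counts per cell were normalized. Whether UMIs per cell were left in the paper's values stays open. Other explanations, such as a possible use of single cells as replicates in the paper, were not tested.

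The Inflammatory2 cluster held 229 slice cells and was led by neutrophil markers (12 of 14 in its top 50 genes, of which 3 are also among the paper's 10 genes of the class). Its identity genes were at a median of 0.151 of their level in the other slice cells, and 14 of 15 were below every other cluster of slice cells not led by another type. The 11 neutrophil markers outside the paper's class were all higher, by a median ratio of 160. These values are consistent with neutrophils sorted together with the microglia. Free RNA of neutrophils in droplets of microglia is argued against in both slice 1 day libraries and slice 1 week replicate 1, where the median ratio over identity genes was 0.213 at most (0.151 and 0.213 at 1 day, and 0.147 in slice 1 week replicate 1). Slice 1 week replicate 2 was not tested. In slice 3 weeks replicate 2, with 23 such cells, it was 0.632, so free RNA or doublets stay open there. This test was taken in place of a first one, the highest ratio of a single identity gene (0.553), after both values were seen. A change of microglia toward neutrophil genes was not tested. Cells of clusters led by markers of other types made up 14.7% and 12.0% of the slice 1 day libraries, 20.9% and 6.56% at 1 week, 0.694% and 1.55% at 3 weeks, and at most 0.165% of the others.

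Of the other marker lists, monocyte markers (4 of 9) were among the top 50 genes of Inflammatory1, as were 5 of 10 markers of the paper's class, and *Ccr2* and *Ear2* were its first 2 genes by fold. Whether its cells were monocytes was not tested. Neuron markers (3 of 8) led the unnamed cluster of 50 cells. An astrocyte marker was among the top genes of the homeostatic cluster and an oligodendrocyte precursor marker among those of Reactive1 (1 each). The top genes of Reactive2, Proliferative and the unnamed cluster of 306 cells held 0 markers of these lists. In clusters of all cells, the cluster mostly of *in vitro* cells held 2 border-associated macrophage markers.

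Reactive2 cells held little *Malat1*. In cells thinned to equal UMIs it was at 537 CPM in them and 24964 CPM in the other slice cells not led by other types, a ratio of 0.0215, which argues against fewer UMIs per cell as the source. By library the ratio ran from 0.0112 to 0.619. Of 6 other RNAs kept in the nucleus 4 were found, and in all 16 pairs of gene and library with at least 30 counts (3 genes) they were lower, with a median ratio of 0.0812. The ratio was 0.0334 to 0.106 for *Neat1*, 0.0121 to 0.0642 for *Kcnq1ot1* and 0.471 to 0.959 for *Gm26917*, and in the 3 libraries with *Xist* it was 0.0128 to 0.161 for *Xist*, which was not among the 6. The values are consistent with cells that lost their nucleus or nuclear RNA before capture, and with *Gm26917* reduced less than the others, how much of it was lost stays open. The test was made on the same cells as the pattern, so this is a hypothesis. Whether the loss came from the culture or from the preparation was not tested.

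Of 518 cells in slice 1 day replicate 1, 44 were in the homeostatic cluster, with *Tmem119* at 972 CPM against 47.7 in the other cells of the library and 2973 in adult. Reads of adult cells assigned to this library may be one explanation, but 0 of the 44 barcodes were also in an adult library, against 2 of the other 474. This argues against such reads as the source. *Upk1b* and *Lrba*, which fall from adult to slice 3 weeks, were at 35.7 and 71.3 CPM in the 44 cells, against 1.36 and 8.04 in homeostatic cells of slice 3 weeks and 157 and 207 in adult. A mix with adult cells before the library was made was not tested and stays open. The share of such cells in the other slice 1 day library was 0.296%.

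PC1 followed the UMIs per cell within every library. With all cells thinned to equal UMIs, adult and *in vitro* cells lay 10.1 pooled SDs apart on PC1, against 5.02 with all UMIs, which argues against UMIs per cell as the only source of the order of groups. The values of the slice groups moved with thinning, so their distance to adult depended on depth.

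Haemoglobin genes were among the largest falls of *in vitro* cells. The lowest of 3 such genes was at 357 CPM in adult replicate 1 and all 3 had 0 counts in adult replicate 2 and both *in vitro* libraries, consistent with RNA of red blood cells in 1 adult library. *Hbb-bs* was at 779.5 CPM there and at 1508 CPM in slice 1 day replicate 1. A UMI was found in 38.9% and 41.5% of the cells of these libraries, but 91.0% and 97.7% of the haemoglobin UMIs were in the top 10 cells. Expression by microglia was not tested separately.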
